# Prolactin Regulates Seasonal Changes in Renal Rheostasis in Djungarian Hamsters

**DOI:** 10.1210/endocr/bqaf117

**Published:** 2025-07-10

**Authors:** Sayantan Sur, Zoe Adam, Timothy A Liddle, Calum Stewart, Irem Denizli, Broderick M B Parks, Leslie S Phillmore, Tyler J Stevenson

**Keywords:** kidney, photoperiod, tubule, mammals, transcriptome

## Abstract

Seasonal changes in a photoperiod regulate multiple physiological systems in vertebrates, including metabolism, reproduction, and immune function. Kidney mass and renal physiology are known to vary annually, but the endocrine and molecular mechanisms underlying these changes are poorly defined. Prolactin (PRL), a photosensitive hormone is implicated in seasonal energy rheostasis, yet its role in programmed regulation of renal physiology is unknown. Using Djungarian hamsters (*Phodopus sungorus*), we investigated how photoperiod and PRL regulate seasonal changes in kidney mass, morphology, and transcriptome. Ingestive behavior, kidney histology, and transcriptomic profiles were assessed. We found that long photoperiods and PRL treatment induced renal hypertrophy and convoluted tubule expansion, whereas exposure to short photoperiods resulted in a reduction in all measurements. Transcriptomic analysis revealed photoperiod- and PRL-responsive gene modules related to mitochondrial metabolism, solute transport, and epithelial remodeling. Among these, *Cdh2*, encoding N-cadherin, was downregulated by long photoperiods and PRL, and negatively correlated with convoluted tubule diameter, suggesting a role in epithelial adhesion during tubular expansion. These findings place prolactin as a key hormonal effector for programmed seasonal kidney function and identify *Cdh2* as a target to drive renal physiology.

Seasonally programmed rheostatic changes in energy stability are observed in many animals that inhabit temperate climes (1, 2). Mammals generally exhibit reduced body mass and adipose tissue and engage in torpor during winter dormancy (3). For example, the Djungarian hamster (*Phodopus sungorus*), Golden-mantled ground squirrels (*Callospermophilus lateralis*), and Grizzly bears (*Ursus arctos horribilis*) exhibit energy involution in preparation for hibernation or torpor (4-6). It is now established that a series of discrete neuropeptides in the hypothalamus govern annual changes in energy rheostasis (7). Despite robust and predictable annual cycles in water consumption (5) and kidney mass (8), the mechanisms involved in seasonal changes in renal function remain poorly understood.

The annual change in day length, known as photoperiod, is coded physiologically by nocturnal melatonin secretion by the pineal gland and functions to regulate seasonal physiology in mammals (9, 10). Djungarian hamsters are one of the most well-characterized animal models to investigate the mechanisms that control seasonal physiology (11, 12). In response to short winter photoperiods, hamsters decrease food intake, reduce body mass, and experience adipose and kidney involution (8, 13-17). Water deprivation during winter photoperiods increases the duration of torpor by 1 hour (18). Many neuropeptides involved in energy metabolism and growth such as proopiomelanocortin (*Pomc*) and VGF nerve growth factor inducible (*Vgf*) expression reflect seasonal states; both decrease short photoperiod in Djungarian hamsters (7, 19). In addition, somatostatin (*Sst*) expression in the arcuate nucleus is significantly upregulated in a short photoperiod and implicated in the inhibition of growth (8, 20). However, antidiuretic hormones arginine vasopressin (*Avp*) and oxytocin (*Oxt*) expression in the hypothalamus do not vary across seasonal states in Djungarian hamsters (11, 20) or during torpor (11). In 13-lined ground squirrels, there is an increase in *Avp* expression and the number of genetically active Avp cells in the supraoptic nucleus during torpor (21). These findings indicate that 2 potential mechanisms may govern seasonal water rheostasis: 1 that is species-specific Avp-dependent or an alternative physiological system.

Prolactin (PRL) is an evolutionarily conserved pituitary hormone that regulates several seasonal physiological systems in birds and mammals (22). Increased secretion of PRL in a long summer photoperiod facilitates growth, metabolism, reproduction, energy storage, thermogenesis, and pelage change in mammals (22-25). Prolactin receptors are distributed across multiple tissues, including the kidney (26, 27), and maintain renal homeostasis in vertebrates (22, 28, 29). The role of PRL in water homeostasis was first reported in teleosts, in which hypophysectomized fish retained the ability to adapt to freshwater under PRL treatment (30). In mice, *Prl* expression is localized in the proximal tubules and the Bowman capsule (31). Autoradiography identified PRL binding in the rat renal cortex and medulla, specifically in the epithelial cells of the proximal tubules (32). PRL inhibited the activity of sodium and potassium (Na⁺/K⁺) adenosine 5′-triphosphatase in the proximal segment of the renal tubules of Sprague-Dawley rats (33). Physiological hyperprolactinemia-induced *Prlr* expression in the kidney is proposed to play a key role in regulating calcium homeostasis in female Wistar rats (26). In Djungarian hamsters, acute intraperitoneal injections of PRL significantly increased kidney mass (25). These data indicate that PRL could provide another physiological signal to regulate water rheostasis independent of *Avp* and *Oxt* pathways.

The current study aimed to investigate the molecular architecture of seasonal changes in kidney structure and identify how PRL regulates renal function. Two experiments were conducted to evaluate the impact of photoperiod and PRL on kidney morphology by measuring multiple parameters such as the kidney somatic index, kidney volume, number of renal corpuscles, renal corpuscle area, and perimeter, as well as the convoluted tubule width. Transcriptome sequencing was conducted to identify molecular substrates regulated by photoperiod-induced and PRL-dependent stimuli. As PRL levels naturally peak in summer months (long photoperiod), we hypothesized that the administration of PRL hormone during short photoperiod conditions is sufficient to drive seasonal variation in renal function and identify molecular targets involved in water rheostasis. The data indicate that seasonal variation in PRL drives convoluted tubule diameter changes that are associated with a significant upregulated of *cadherin 2* expression. Overall, the findings show an alternative neuroendocrine pathway links PRL secretion to renal function to regulate annual changes in water rheostasis.

## Material and Methods

### Ethical Approval and Animal Husbandry

The experiments were conducted under the UK Home Office Project License (PP5701950) and approved by the University of Glasgow Animal Welfare and Ethics Review Board. Djungarian hamsters (*Phodopus sungorus*) were group housed in the Veterinary Research Facility at the University of Glasgow under a long-photoperiod (LP) (16 light [L]:8 dark [D]). Food (rodent chow, Harlan Tekland) and water were provided ad libitum.

### Experiments

Two studies were performed to assess the behavioral, morphological, and molecular changes that underlie seasonal changes in water rheostasis. Both male and female hamsters show a photoperiod-induced decrease in circulating prolactin concentrations, indicating that both sexes exhibit the same photoperiodic response. Because female hamsters have variable circulating prolactin concentrations in LP, we opted to use only male hamsters in experiment 1 (34, 35). As both sexes have low circulating prolactin concentrations in short photoperiod, which is an ideal condition to examine the sufficiency of hormone action, we opted to use only females in experiment 2.

#### Experiment 1: photoinduced seasonal changes in water rheostasis

To capture the seasonal change in water intake and renal physiology, we collected hamsters across a simulated seasonal rhythm. Adult male hamsters (N = 54) were housed under LP photoperiod (16L: 8D). A group of hamsters continued under LP conditions (N = 6) as a photoperiod reference group for the duration of the study. The remaining hamsters were exposed to a short photoperiod (SP) (8L: 16D). At 4-week intervals, a subset of hamsters was collected and consisted of animals exposed to SP for 4 weeks (N = 6), 8 weeks (N = 6), 12 weeks (N = 6), 16 weeks (N = 6), 20 weeks (N = 6), 24 weeks (N = 6), 28 weeks (N = 6), and 32 weeks (N = 6) weeks (36). Daily water intake (mL) was measured as a marker of seasonal changes in hydration. On the last week of the photoperiod treatment, water bottles were filled and weighed. Then for 7 consecutive days, the water bottle weight was recorded based on measurements taken by a Toledo SB80001 scale. Daily water intake was calculated by taking the average daily loss in water bottle weight across the 7 days. After photoperiod treatment, hamsters were killed between 2 and 4 hours after lights on by cervical dislocation followed by exsanguination. The kidney was dissected, and dimensions were measured using a vernier caliper. Kidney volume (cm^3^) was calculated using the ellipsoid method, D_1_ × D_2_ × D_3_ × π/6, where D_1_, D_2_, and D_3_ correspond to the length, width, and depth of the kidney (37). Kidneys were then weighed using Sartorius cp64 anatomical balance (0.0001 g) and then stored at −80 °C. The pituitary gland was quickly collected and stored at −80 °C to measure prolactin (*Prl*) mRNA expression.

#### Experiment 2: investigating the role of prolactin in kidney physiology

Next, we sought to examine the sufficiency of circulating prolactin to drive seasonal change in kidney physiology. To reduce the use of animals in research, we took advantage of kidney tissues used from a previous experiment (25). In brief, adult female hamsters (N = 12) were kept in LP photoperiod and then exposed to 8 weeks of SP photoperiod (8L:16D). Animals were then pseudorandomly divided into 2 groups. One group served as a control group and received daily intraperitoneal injections of 100 µL vehicle control (SAL; 50% dimethyl sulfoxide + 50% saline) (N = 6) for 3 consecutive days. The treatment group received PRL (18 µg, NIAMDD-O-PRL) dissolved in the vehicle (N = 6) via intraperitoneal injections of 100 µL for 3 consecutive days. Both groups (SAL and PRL) received injections during the middle of the light phase. On the last day, the hamsters were killed between 2 and 4 hours after lights-on by cervical dislocation followed by exsanguination. Kidney volume and mass were collected as above and then stored at −80 °C.

### Histological Analysis of Kidney

Hematoxylin and eosin staining were performed to identify seasonal and PRL-dependent changes in kidney morphology. Frozen kidneys were cut at a transverse plane using a surgical blade into 2 halves; 1 half was cryosectioned at a 12-μm thickness on a Leica CM1850 cryostat; the other half was stored for molecular analysis. Hematoxylin and eosin staining was performed following Sur et al 2025 (38). Brightfield images were captured at 100× (10× eyepiece * 10× objective lens) and 200× (1 × eyepiece * 20× objective lens) magnification and analyzed using QuPath software. The renal corpuscle number (RCN) was counted from 5 images at 100× magnification and averaged to get the mean values for each hamster. The area (μm^2^, renal corpuscle area [RCA]) and perimeter (μm, RCP) of cortical renal corpuscles and the diameter (μm) of the convoluted tubules (CT) were measured from 10 images at 200× magnification and averaged to obtain the mean values.

### RNA Extraction and Quantitative PCR

Quantitative PCR (qPCR) assay was conducted on select pituitary gland samples obtained from experiment 1 (LP, SP12wk, SP28wk; N = 6) to confirm seasonal changes in *Prl* mRNA expression. RNA was extracted from the pituitary gland tissue using a QIAGEN RNeasy Plus Mini Kit (Manchester, UK) (38). Nanodrop (ND-1000, Thermoscientific) was used to estimate RNA concentration and 260/280 spectra absorbance values. QuantiTect Reverse Transcription Kit (Qiagen) was used to synthesize the cDNA from 1 μg of RNA and stored at −20 °C until qPCR. A 10-μL reaction/well consisted of 5 μL SYBR Green PCR master mix and primer mix and 5 μL of cDNA (100 ng). The qPCR was run in duplicate with negative controls for each gene on Stratagene MX3000. 18 seconds rRNA transcript was used as the reference gene following previous publications that confirmed the efficacy of the 18 seconds rRNA transcript in photomanipulation studies (39). qPCR procedure consisted of an initial denaturation at 95 °C for 10 minutes, succeeded by 40 cycles of denaturation at 95 °C for 30 seconds, primer-specific annealing temperature for 30 seconds, and an extension step at 72 °C for 30 seconds. The qPCR reaction was terminated at 95 °C for 1 minute. The reaction specificity was confirmed by the melt curve assay. The primer sequences and their annealing temperatures are listed in Table S1 (40). PCR Miner determined the efficiency and Ct values (41). The samples were assessed following Minimum Information for Quantitative Real-Time PCR (42). ΔΔCt method was used to determine the fold change values of the transcripts.

### Minion Transcriptome Sequencing

Transcriptome sequencing was conducted on kidney samples obtained from experiment 1 (LP, SP12wk, SP28wk; N = 4, each group) and experiment 2 (SAL, PRL; N = 6, each group). RNA was extracted using QIAGEN RNeasy Plus Mini Kit (Manchester, UK) (38, 43). Nanodrop (ND-1000, Thermoscientific) determined the RNA concentration and 260/280 values. The 260/280 absorbance values were ∼2.0 for all samples. Oxford Nanopore Direct cDNA Native Barcoding (SQK-DCS109 and EXP-NBD104) was used to synthesize cDNA following the manufacturer's protocol. One Spot-ON Flow cell (R9 version FLO-MIN106D) was used for each experiment. A single flow cell had N = 12 samples obtained from experiment 1 (N = 4, each group) and experiment 2 (N = 6, each group) for kidney tissue. Sequencing was performed using MinION Mk1B (MN26760, Oxford Nanopore Technologies). The sequencing assays were run for 72 hours at −180 mV voltage, and fast5 files were generated in single folders for downstream bioinformatic analyses.

### Bioinformatic Analyses

The steps for the transcriptomic analyses are provided in Supplementary Fig. S1 (40). The data analysis was performed in R-studio and run in the Conda package manager. The fast5 files were basecalled and demultiplexed using Guppy (4.2.1). The adapters were removed with Porechop (v0.2.4), and reads were selected for long-reads using Filtlong (v0.2.0; minimum 25 bases, mean q value = 9). Mus musculus reference genome (NCBI RefSeq assembly: GCF_000001635.27) was used to align the transcripts using Minimap2 (v2.17) (44). Weighted gene coexpression network analyses (WGCNA) were conducted in R-studio to identify coexpression modules, and a cluster dendrogram and a heatmap of module-trait relationships were plotted (38). The counts per million (CPM) values of genes from modules having a significant relationship (*P* ≤ .05) with CT diameter were plotted thereafter. ShinyGO (0.77) performed the functional annotation and pathway enrichment of the transcripts identified in the significant modules (Fig. S2) (40). Venny (2.1.0) was used to generate Venn diagrams identifying common genes linked with specific physiological indices between experiment 1 and experiment 2.

### General Statistical Analyses

Shapiro-Wilk test determined the normality of the data, following which either parametric or nonparametric tests were performed. Significance for all analyses was determined at *P* ≤ .05. The figures were generated using BioRender.com (38).

#### Statistical analyses for experiment 1

One-way ANOVA was performed on water intake, kidney mass, kidney volume, RCA, and *Prl* gene expression, followed by Tukey post hoc test. Kruskal-Wallis test was performed on RCP, RCN, and CT diameter, followed by Dunn post hoc test.

#### Statistical analyses for experiment 2

Unpaired Student *t*-test was performed on kidney mass, kidney volume, kidney somatic index, RCA, RCP, and RCN. Mann-Whitney test was performed on CT diameter.

## Results

Raw data are available in Table S2 (40). Sequencing data are available in the Gene Expression Omnibus database GSE292481. R-codes for bioinformatic analyses are available in Table S3 (40).

### Experiment 1: Seasonal Adaptations in Water Homeostasis and Renal Physiology

#### Seasonal adaptations in kidney mass and convoluted tubule diameter despite consistent water intake

Water intake showed no significant changes across the phototreatment groups (Fig. 1A; *P* > .05, 1-way ANOVA). One-way ANOVA revealed a significant effect of phototreatment on the kidney mass (Fig. 1B; F = 8.96, *P* < .0001) and kidney volume (Fig. 1C; F = 2.78, *P* = .01). Compared to LP, kidney mass decreased between SP 4 to 24 weeks and showed a spontaneous increase at SP 28-week exposure (*P* < .05, Tukey post hoc test). There was a significant difference in kidney volume between SP 16 and 24 weeks (*P* < .05, Tukey post hoc test). There were no significant changes in the renal corpuscle area (Fig. 1D3; *P* > .05, 1-way ANOVA), renal corpuscle perimeter, or corpuscle number (Fig. S3A-B; *P* > .05, Kruskal-Wallis test) (40). A Kruskal-Wallis test revealed a significant effect of phototreatment on the convoluted tubule diameter (Fig. 1D4; H = 28.71, *P* = .0004). Compared to LP, convoluted tubule diameter was reduced in SP at 4 and 12 weeks (*P* < .05, Dunn post hoc test).

**Figure 1.**
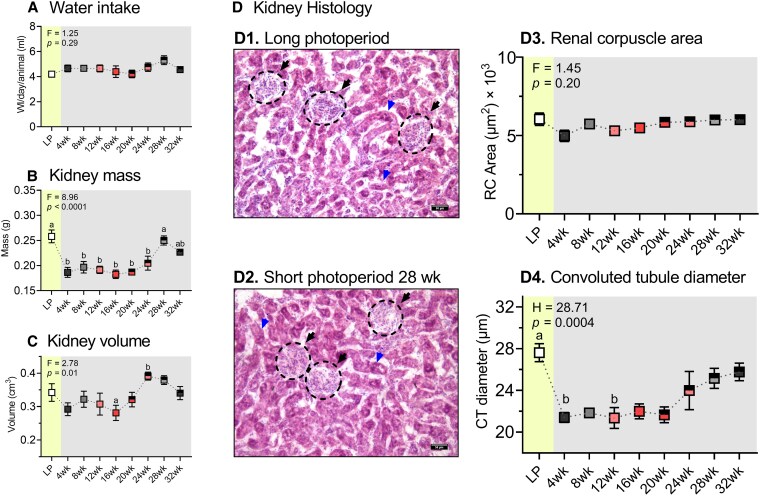
Photoinduced changes in drinking behavior, renal morphometry, and histology. Mean ± SEM (N = 6) values of the water intake (A), kidney mass (B), and kidney volume (C) across phototreatment groups (LP, long photoperiod; SP, short photoperiod, 4-32 weeks). Histological representations of the renal cortex in long photoperiod (D1) and short photoperiod 28 weeks (D2). The black and blue arrowheads denote renal corpuscle and convoluted tubules, respectively. Mean ± SEM (N = 6) values renal corpuscle area (D3) and convoluted tubule diameter (D4) across phototreatment groups. Letters represent significant differences in mean values. Statistical significance was determined at *P* ≤ .05.

#### Seasonal changes in renal molecular architecture

WGCNA identified 43 coexpression modules, of which 10 module-trait relations were significant, including 5 positive and 5 negative correlations (Fig. 2B–2C). 

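Kidney RNA of 12 male hamsters, 4 kept in LP, 4 exposed to SP for 12 weeks (SP12wk) and 4 exposed to SP for 28 weeks (SP28wk), was sequenced on 1 nanopore flow cell. Nanopore sequencing reads single cDNA molecules from end to end, so that a read stands for 1 cDNA. The methods name a direct cDNA kit, in which cDNA is not amplified, whereas the sample labels name a PCR-cDNA kit beside the same catalogue numbers. The authors basecalled and demultiplexed the reads with Guppy, removed adapters with Porechop and selected reads with Filtlong. They aligned the reads with Minimap2 to the mouse genome, so that the reads of the hamster were named by mouse transcripts. The tool that counted the reads is not given in the sources used here. The authors deposited an estimated count for each of 36662 mouse RefSeq transcripts of 9681 genes in each library, without normalization. Of the 439944 values, 2868 were not whole numbers. The same counts in all 12 libraries were found on at least 1 other transcript for 83.9% of the transcripts, as would arise if a read were counted in full on each transcript it aligned to.

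The total counts were between 48209 and 59806 per library in LP (median 55583), between 35186 and 78562 in SP12wk (median 50917) and between 51713 and 138460 in SP28wk (median 70847). With only the transcript of highest total taken for each gene, the 12 totals were between 15688 and 57585. The totals over all transcripts were 2.15 to 3.31 times as high. A single count was worth 7.22 to 28.4 CPM, and a gene without a count in a library could have had up to 3 counts, or 21.7 to 85.3 CPM. These limits cover counting error only. Between 3122 and 5793 genes had a count in a library. The 18 pairs of libraries of the same group differed by more than the sampling noise (chi-square per degree of freedom between 1.89 and 9.35), so that no library was a copy of another.

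The counts of all transcripts of a gene were added and divided by the total of the library to give CPM. For tests across genes, the sums were rounded to whole numbers, and edgeR's quasi-likelihood test was fitted on 5222 genes with a count in at least 4 of the 12 libraries. The addition over transcripts, the filter on low counts and the test were the choices that could change the numbers most. The CT diameter of each animal and the full gene lists of the modules were not analysed here. In their place, the 3 groups were compared with each other, and LP and SP28wk together were compared with SP12wk, in which the CT diameter was reduced.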

Module-CT relationship revealed a strong relationship between Module darkmagenta and CT diameter, sharing a common branch (Fig. S2A1) (40). Module darkmagenta contained 57 transcripts and was positively associated with CT diameter (Table S4; R^2^ = 0.57, *P* = .05) (40). 

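The 4 genes of module darkmagenta that the paper plots, Slc25a5, Slc52a2, Spry1 and Suclg2, had a mean pairwise Pearson r of 0.568 across the 12 libraries, with single pairs between 0.418 and 0.782. The correlation was computed on log2(CPM + 11.4), where the pseudocount is the median over libraries of the smallest value above 0. The mean r was at the 99.8 percentile of 10000 random lists of 4 genes of like mean expression. With Spearman correlation the mean was 0.636, and with each library left out in turn it was between 0.479 and 0.63. Since the 4 genes were chosen from a module built on these libraries, their correlation is not independent evidence for the module.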

ShinyGO analyses of the transcripts of the Module darkmagenta identified enrichment of mitochondrial ADP transport, tricarboxylic acid cycle, mitochondrial electron transport, and endocytosis pathways (Fig. S2A2a) (40). Specifically, the expression of Solute Carrier Family 25 Member 5 (*Slc25a5*), Solute Carrier Family 52 Member 2 (*Slc52a2*), Sprouty RTK Signaling Antagonist 1 (*Spry1*), and Succinate-CoA Ligase GDP-Forming Beta Subunit (*Suclg2*) were correlated with CT diameter (Fig. 2D1-4). 

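Slc25a5 (transcript NM_007451.4) had 722 ± 138 CPM (SD, n = 4) in LP, 501 ± 40.5 CPM in SP12wk and 612 ± 137 CPM in SP28wk, from 157, 110 and 191 reads. The mean of LP and SP28wk together exceeded that of SP12wk by 167 CPM (two-sided exact permutation test, p = 0.0586). Slc52a2 had 273 ± 245 CPM in LP, 140 ± 232 CPM in SP12wk and 399 ± 216 CPM in SP28wk, and its difference of 197 CPM was within the spread between animals (exact permutation test, p = 0.180). Of its SP12wk libraries, 2 had no read and 1 had 14 of the 17 reads of the group. Spry1 had 325 ± 134 CPM in LP, 174 ± 91.9 CPM in SP12wk and 358 ± 97.0 CPM in SP28wk, a difference of 168 CPM (exact permutation test, p = 0.0303). These values rested on 18, 9 and 27 reads, each counted on 4 listed transcripts. Suclg2 had 58.3 ± 60.9 CPM in LP, 12.7 ± 25.5 CPM in SP12wk and 85.9 ± 62.5 CPM in SP28wk (exact permutation test, p = 0.0909). Its transcript with most reads had 4 reads in LP, 1 in SP12wk and 7 in SP28wk, so that a change was hardly detectable at this depth.
Over the 10 genes that the paper plots for this experiment, 3 had an exact permutation p under 0.05 in the comparison of LP and SP28wk with SP12wk, and 0 had when the p was adjusted over the list alone (Benjamini-Hochberg). edgeR called 0 of the 10 with adjustment over all 5222 genes tested, and 0 at an unadjusted p under 0.05. Because the study chose the list on these samples, the adjustment over the list alone is not independent evidence. The alternative that moved this result most was the fit without LP replicate 1, in which 2 of the 10 genes passed, Cdh2 (adjusted exact permutation p = 0.0303) and Dad1 (0.0455). Their adjusted p over all alternatives was between 0.0303 and 0.141 and between 0.0455 and 0.206.
The reads of Slc52a2 and Spry1 followed those of Gm32262, a gene model with 24 listed transcripts that was picked after its values were seen. Across the 12 libraries, log2 CPM of Slc52a2 (NM_029643.4) and of Gm32262 had a Pearson r of 0.929 (permutation test, p = 3e-05, adjusted p = 7e-05 over 7 relations) and a Spearman rho of 0.879 (p = 3.4e-04 by permutation test, adjusted p = 7.93e-04). Without the 2 libraries farthest from the median of Gm32262, r was 0.899. For Spry1, r was 0.854 (permutation test, p = 4.4e-04, adjusted p = 6.16e-04), rho was 0.790 (p = 0.0034 by permutation test, adjusted p = 0.00476) and r without those 2 libraries was 0.826.

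**Figure D1:**
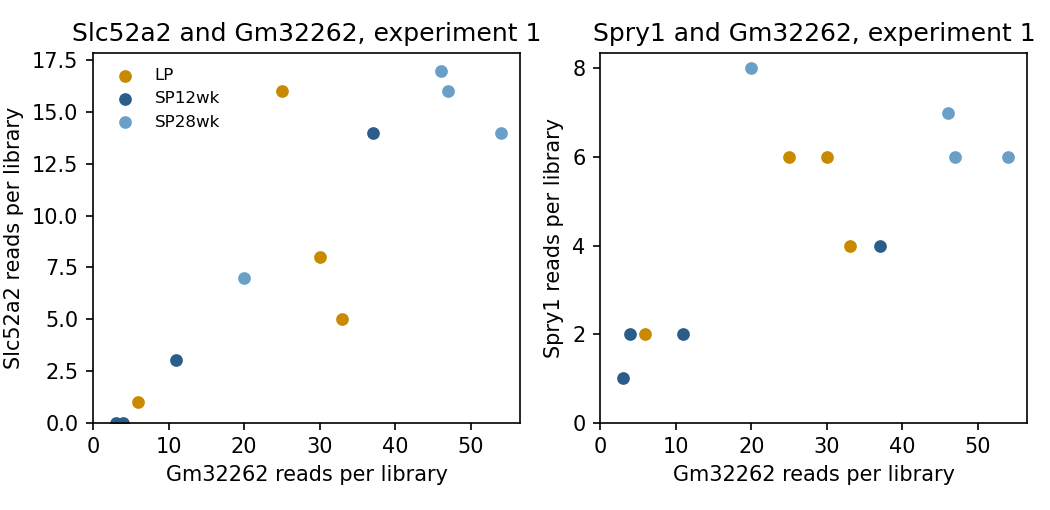
Reads of Slc52a2 (left) and Spry1 (right) against reads of Gm32262 in experiment 1, each on its transcript with most reads. Each point is 1 of the 12 libraries, colored by group (LP, SP12wk, SP28wk). SP12wk replicate 1, with 37 reads of Gm32262, had 14 reads of Slc52a2, and the SP12wk libraries with fewest Gm32262 reads had none.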

Module lightyellow contained 79 transcripts and was negatively associated with CT diameter (Table S4; *R*^2^ = −0.71, *P* = .009) (40). 

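For the 4 plotted genes of module lightyellow, Cdh2, Dad1, Gsta1 and Gstm3, the mean pairwise Pearson r was 0.603 across the 12 libraries, with single pairs between 0.364 and 0.794. None of the 10000 random lists of like mean expression had a mean r as high. Leaving out each library in turn gave a mean r between 0.470 and 0.682, and the mean Spearman correlation was 0.629. As for darkmagenta, the genes had been selected on the same libraries.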

ShinyGO analyses of the transcripts of the Module lightyellow identified enrichment of peptide metabolic processes, negative regulation of cell death, and proton transmembrane transport (Fig. S2A2b) (40). The expression of Cadherin 2 (*Cdh2*), Defender Against Cell Death 1 (*Dad1*), Glutathione S-Transferase Alpha 1 (*Gsta1*), and Glutathione S-Transferase Mu 3 (*Gstm3*) were correlated with CT diameter (Fig. 2E1-4).

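Cdh2 (transcript NM_007664.5) had 23.5 ± 18.2 CPM (SD, n = 4) in LP, 75.1 ± 44.8 CPM in SP12wk and 16.1 ± 12.0 CPM in SP28wk. LP and SP28wk together were 55.3 CPM below SP12wk (p = 0.00808, exact permutation test, p = 0.0505 adjusted over the 10 genes). Every SP12wk library was above every SP28wk library (exact permutation test, p = 0.0286, the smallest p that 4 animals against 4 allow), with 8 reads in SP12wk and 6 in SP28wk on the transcript with most reads. On that transcript alone, a setting chosen after the data were seen, the libraries overlapped, with 40.9 to 151 CPM in SP12wk and 0 to 69.5 CPM in SP28wk of the reads counted on 1 transcript per gene (exact permutation test, p = 0.171). Dad1 had 121 ± 101 CPM in LP, 300 ± 132 CPM in SP12wk and 105 ± 72.4 CPM in SP28wk, and was higher in SP12wk by a difference larger than the spread between most animals (exact permutation test, p = 0.0101, p = 0.0505 adjusted over the 10 genes). Its reads were 13, 34 and 17.

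Gsta1 had 313 ± 218 CPM in LP, 574 ± 299 CPM in SP12wk and 418 ± 53.0 CPM in SP28wk, a difference that did not exceed the spread between animals (exact permutation test, p = 0.133). Gsta1 belongs to a family of near-identical paralogs, among which reads of hamster cDNA aligned to mouse transcripts may be shared, so that its own level is uncertain. Gstm3 had 18.7 ± 21.9 CPM in LP, 43.7 ± 42.0 CPM in SP12wk and 7.17 ± 8.40 CPM in SP28wk (exact permutation test, p = 0.0667). It had 4, 11 and 2 reads in all, and 5 of the 12 libraries had none, so that its level was poorly resolved at this depth.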

**Figure 2.**
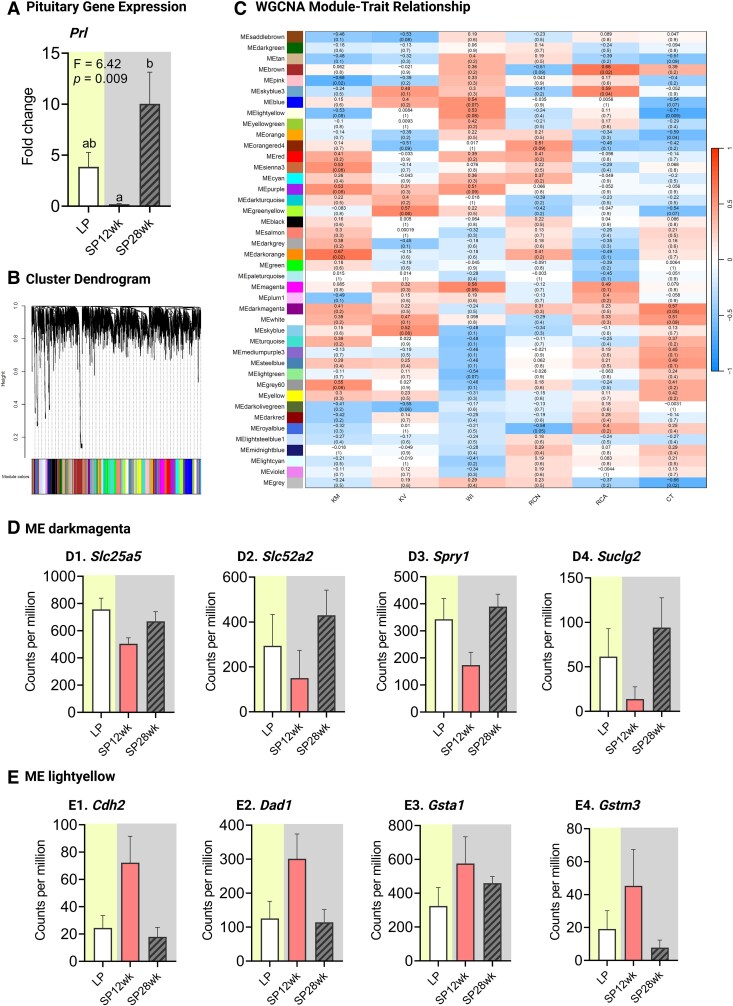
Photoinduced changes in hypophyseal and renal transcript levels. (A) Bar plot depicting transcript expression (mean ± SEM, N = 6) of *Prl* (*P* = 0.009, 1-way ANOVA) across phototreatment groups (LP, long photoperiod; SP, short photoperiod, 12-28 weeks) by qPCR assay (B) Cluster dendrogram representing coexpression modules derived from weighted gene coexpression network analysis (WGCNA) of kidney transcriptomic data from experiment 1. Each module is color-coded to indicate distinct gene clusters. (C) WGCNA module-trait relationships display the correlations between gene modules and physiological traits. (D-E). Bar plots depicting mean ± SEM (N = 4) of the counts per million (CPM) values of *Slc25a5*, *Slc52a2*, *Spry1*, and *Suclg2* gene from module darkmagenta (D1-D4) and *Cdh2*, *Dad1*, *Gsta1,* and *Gstm3* gene from module lightyellow (E1-E4) across phototreatment groups. Abbreviations: CT, convoluted tubule width; KM, kidney mass; KV, kidney volume; RCA, renal corpuscle area; RCN, renal corpuscle number; WI, water intake.

#### Prolactin mRNA expression varies across photoinduced seasonal rhythm

One-way ANOVA revealed a significant effect of phototreatment on *Prl* expression (Fig. 2A; F = 6.42, *P* = .009). *Prl* expression was similar between LP and SP 28 weeks and showed downregulation in the SP 12 weeks (*P* < .05, Tukey post hoc test).

### Experiment 2: Prolactin Induces Seasonal Changes in the Kidney

#### Prolactin administration increased kidney mass and convoluted tubule diameter

Student *t*-test revealed a significant increase in kidney mass (Fig. 3A; t = 2.62, *P* = .02) and kidney volume (Fig. 3B; t = 3.25, *P* = .008) in response to intraperitoneal injections of prolactin, compared to the control group. There were no significant differences in kidney somatic index, RCA, RCP, and RCN between the SAL and PRL groups (Fig. 3C, Fig. S3C-E; *P* > .05, unpaired Student *t*-test) (40). Mann-Whitney (MW-U) test revealed a significant increase in convoluted tubule diameter in PRL, compared to the SAL group (Fig. 3D; MW-U = 2, *P* = .008).

**Figure 3.**
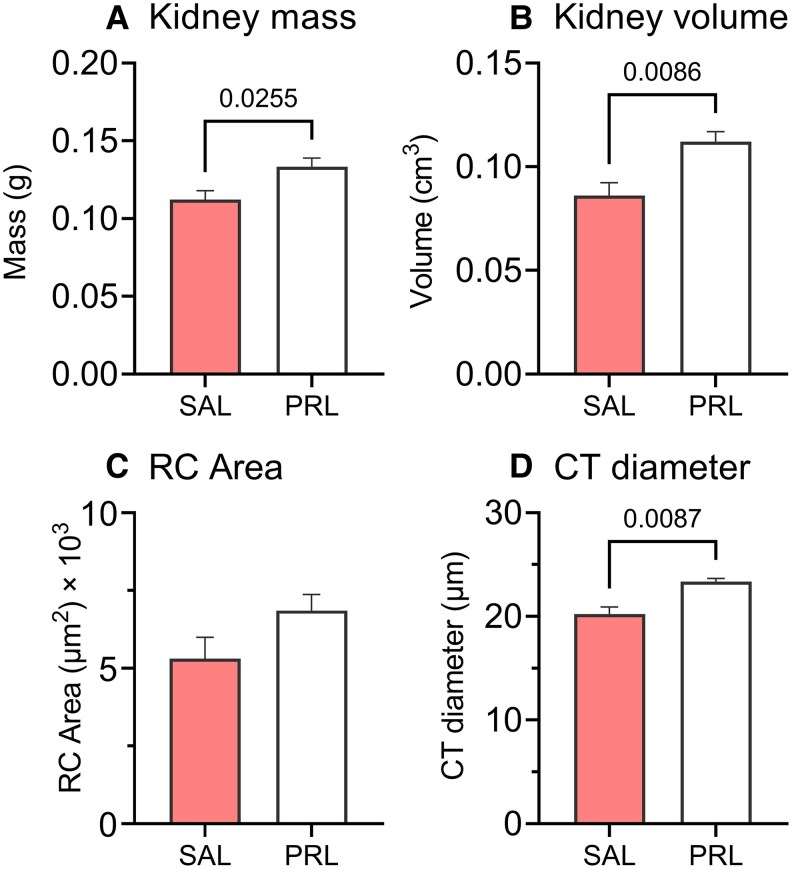
Prolactin-induced changes in renal morphometry and histology. Mean ± SEM (N = 6) values of the kidney mass (A), kidney volume (B), renal corpuscle area (C), and convoluted tubule diameter (D) across saline (SAL) and prolactin (PRL) treatment groups. The number above the bar represents a significant *P* value. Statistical significance was determined at *P* ≤ .05.

#### Regulation of the renal molecular architecture

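In experiment 2, kidney RNA of 12 female hamsters kept in SP for 8 weeks, 6 injected with vehicle (SAL) and 6 injected with 18 µg PRL daily for 3 days, was sequenced on a flow cell of its own. The reads were processed as in experiment 1, and the deposited table gives estimated counts for 71590 mouse RefSeq transcripts of 15842 genes. Of these transcripts, 70.9% had the same counts in all 12 libraries as another transcript. The total counts were between 466369 and 1120818 per library in SAL (median 747840) and between 392377 and 1638893 in PRL (median 665079). With the transcript of highest total for each gene, they were between 174053 and 756523. A single count was worth 0.61 to 2.55 CPM, and between 9370 and 12771 genes had a count in a library. The 30 pairs of libraries of the same group differed by more than the sampling noise (chi-square per degree of freedom between 2.13 and 10.1). The experiment was thus sequenced more deeply than experiment 1, and low values could be measured with less counting error.

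CPM was computed from the sum over transcripts as before. For tests across genes, edgeR's quasi-likelihood test was fitted on the 12 libraries of this experiment alone, on 10913 genes with a count in at least 6 of them. The PRL and SAL groups were compared in place of the correlation with the CT diameter of each animal, which was not analysed here.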

WGCNA identified 48 unique coexpression modules, where 9 module-trait relations were significant, including 3 positive and 6 negative correlations (Fig. 4A–4B). Module-CT relationship did not reveal a strong positive relationship between modules and CT diameter (Fig. S2B1) (40). Module skyblue3 contained 96 transcripts and was negatively associated with CT diameter (Table S5; *R*^2^ = −0.63, *P* = .03) (40). 

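Across the 12 libraries of experiment 2, the 5 plotted genes of module skyblue3, Cdh2, Atg12, Ccl12, Slc24a5 and Gsk3a, had a mean pairwise Pearson r of 0.0212 on log2(CPM + 0.966), at the 55.6 percentile of random lists of like mean expression. Single pairs lay between −0.693 and 0.614. The mean of the signed correlations was below 0 with DESeq2 size factors (−0.00647), and it was also below 0 without SAL replicate 5 (−0.0238) or SAL replicate 6 (−0.0119). The mean of the absolute correlations was 0.502, at the 99.96 percentile, an alternative that was chosen after the signed value was seen. Since the genes were chosen from a module built on these libraries, this percentile is not independent evidence for the module.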

ShinyGO analyses of the transcripts of the Module skyblue3 identified enrichment of cytoskeletal organization, protein transport, cell migration, and protein ubiquitination pathways (Fig. S2B2a) (40). Specifically, the expression of Cadherin 2 (*Cdh2*), Autophagy Related 12 (*Atg12*), C-C Motif Chemokine Ligand 12 (*Ccl12*), Solute Carrier Family 24 Member 5 (*Slc24a5*), and Glycogen Synthase Kinase 3 Alpha (*Gsk3a*) were negatively correlated with CT diameter (Fig. 4C1-5). 

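Cdh2 had 23.3 ± 10.6 CPM (SD, n = 6) in SAL and 16.2 ± 8.03 CPM in PRL, a difference within the spread between animals (two-sided exact permutation test, p = 0.229). Atg12 (transcript NM_026217.3) had 4.13 ± 2.08 CPM in SAL and 2.37 ± 0.761 CPM in PRL (exact permutation test, p = 0.0931), from 14 and 12 reads. Ccl12 (NM_011331.3) had 2.23 ± 1.58 CPM in SAL and 1.3 ± 0.983 CPM in PRL (exact permutation test, p = 0.236), with 10 and 5 reads. Reads of Ccl12 may be shared with near-identical chemokine genes. Slc24a5 (NM_175034.3) had 0.431 ± 0.671 CPM in SAL and 0.231 ± 0.361 CPM in PRL from 2 reads in each group, so that a difference was not detectable at this depth (exact permutation test, p = 0.576). Gsk3a had 10.8 ± 5.02 CPM in SAL and 19.0 ± 2.39 CPM in PRL and was thus higher in PRL (exact permutation test, p = 0.0108, p = 0.119 adjusted over the 11 plotted genes). Its 12 reads in SAL and 24 reads in PRL were each counted on 4 listed transcripts.

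Of the 11 genes that the paper plots for this experiment, 0 passed an exact permutation test adjusted over the list alone, 2 had an unadjusted p under 0.05, and edgeR called 0 over all 10913 genes tested and 1, Slc8b1, at an unadjusted p under 0.05. The list was chosen by the study on these samples and is not independent evidence. Without SAL replicate 3, the difference of Gsk3a was 9.50 CPM and its p adjusted over the list was 0.0476 (exact permutation test, between 0.0476 and 0.344 over all alternatives).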

Module paleturquoise contained 113 transcripts and was negatively associated with CT diameter (Table S5; *R*^2^ = −0.67, *P* = .02) (40). Specifically, the expression of AKT Serine/Threonine Kinase 2 (*Akt2*), Cullin 7 (*Cul7*), ATPase H + Transporting V0 Subunit A2 (*Atp6v0a2*), and Solute Carrier Family 8 Member B1 (*Slc8b1*) were correlated with CT diameter (Fig. 4D1-4).

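The 4 plotted genes of module paleturquoise, Akt2, Cul7, Atp6v0a2 and Slc8b1, had a mean pairwise Pearson r of −0.0575 in experiment 2, at the 29.1 percentile of random lists of like mean expression. Single pairs lay between −0.680 and 0.642. The mean Spearman correlation had the opposite sign (0.00673). With absolute correlations, which were taken up after the signed value was seen, the mean was 0.523, at the 99.7 percentile. As for skyblue3, the genes had been selected on the same libraries.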

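Akt2 (transcript NM_007434.4 and 10 others) had 28.1 ± 25.6 CPM (SD, n = 6) in SAL and 41.8 ± 15.05 CPM in PRL and did not differ beyond the spread between animals (exact permutation test, p = 0.281). Its 13 and 21 reads were counted on 11 listed transcripts. Cul7 (NM_025611.5) had 2.55 ± 1.81 CPM in SAL and 1.75 ± 1.04 CPM in PRL (exact permutation test, p = 0.364), with 11 reads in each group. Atp6v0a2 (NM_011596.5) had 3.23 ± 2.99 CPM in SAL and 2.49 ± 1.59 CPM in PRL (exact permutation test, p = 0.591), with 13 and 14 reads, and the difference changed sign without SAL replicate 5 (0.0122 CPM). Slc8b1 had 14.01 ± 7.72 CPM in SAL and 3.53 ± 4.19 CPM in PRL, a difference larger than the spread between most animals (exact permutation test, p = 0.0238, p = 0.131 adjusted over the list). Its transcript with most reads had 15 reads in SAL and 6 in PRL, and 3 PRL libraries had none.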

**Figure 4.**
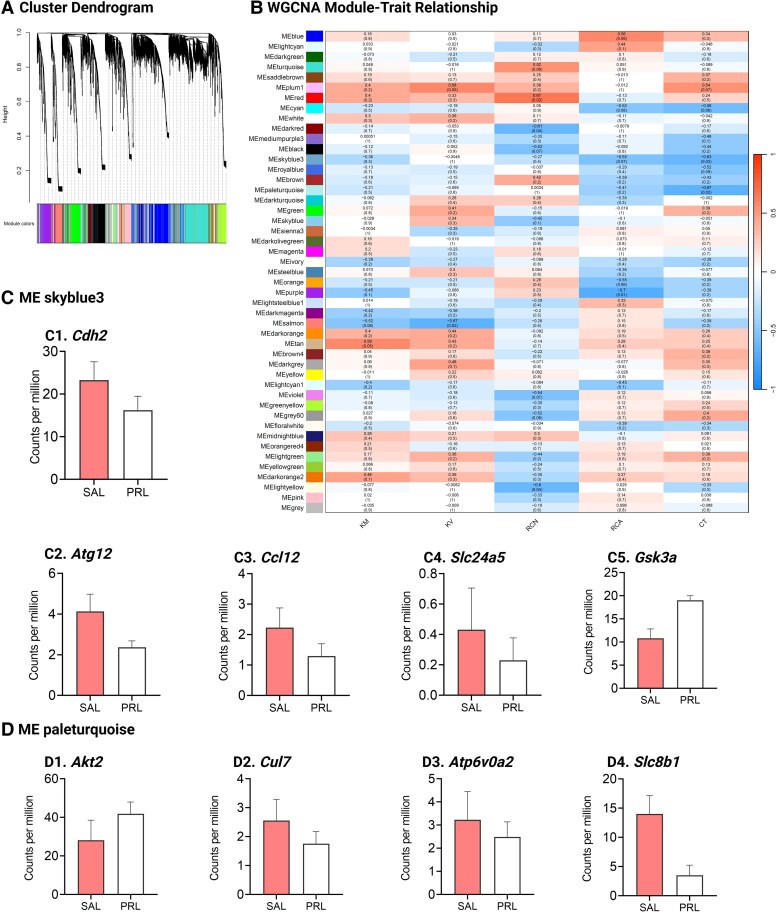
Prolactin-induced changes in renal transcript levels. (A) Cluster dendrogram representing coexpression modules derived from weighted gene coexpression network analysis (WGCNA) of kidney transcriptomic data from experiment 2. Each module is color-coded to indicate distinct gene clusters. (B) WGCNA module-trait relationships display the correlations between gene modules and physiological traits. (C-D). Bar plots depicting mean ± SEM (N = 6) of the counts per million (CPM) values of *Cdh2*, *Atg12*, *Ccl12*, *Slc24a5*, and *Gsk3a* gene from module skyblue3 (C1-C5) and *Akt2*, *Cul7*, *Atp6v0a2* and *Slc8b1* gene from module pale turquoise (D1-D4). Abbreviations: CT, convoluted tubule width; KM, kidney mass; KV, kidney volume; RCA, renal corpuscle area; RCN, renal corpuscle number.

### Identification of Common Genetic Regulators of Renal Physiology

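The count of Cdh2 differed from library to library in both experiments. In experiment 1 it was between 0 and 41.5 CPM in LP, between 34.5 and 114 CPM in SP12wk and between 0 and 28.9 CPM in SP28wk, with at most 4 reads on a transcript in any library. In experiment 2 it was between 6.46 and 37.6 CPM in SAL and between 5.10 and 25.0 CPM in PRL, with 1 to 26 reads. With each library left out in turn, the difference of LP and SP28wk together from SP12wk stayed between −68.8 and −42.3 CPM, and that of PRL from SAL between −10.4 and −4.17 CPM.
Over all 5195 genes tested in both experiments, the log2 fold change of LP against SP12wk and that of PRL against SAL had a Spearman rho of −0.00260. This correlation is across genes, which are not independent replicates. After the group labels were permuted 99 times in each experiment, rho lay between −0.179 and 0.127, and 94 of the 100 values, the observed one included, were as far from 0.

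**Figure D2:**
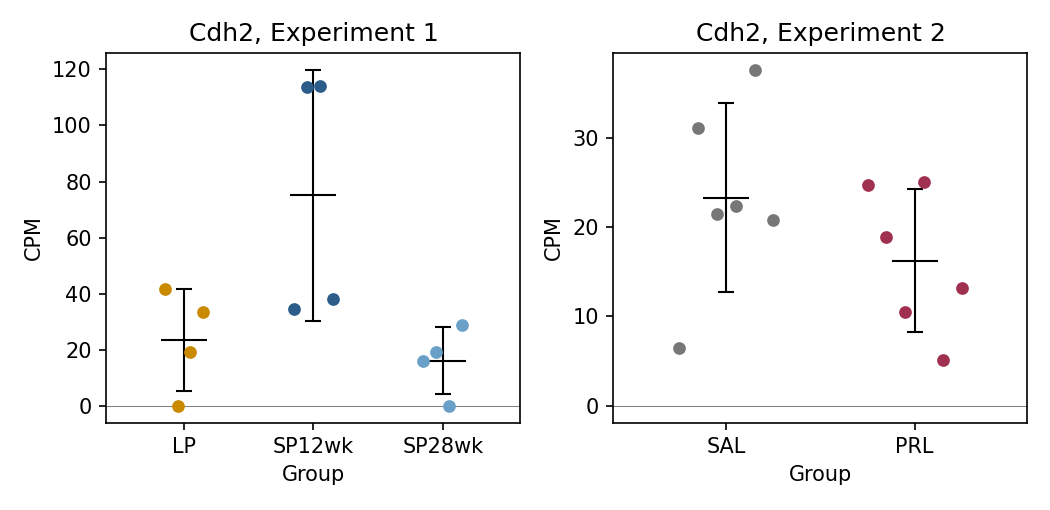
CPM of Cdh2 in each library of experiment 1 (left) and experiment 2 (right), by group. Points are animals, horizontal bars are group means and error bars are SD (n = 4 per group on the left, n = 6 on the right). The counts are sums over listed transcripts. By these sums the 4 SP12wk libraries lie above the 4 SP28wk libraries, and the SAL and PRL libraries overlap.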

Venny (2.1.0) compared the transcripts of grey and lightyellow modules (experiment 1) with skyblue3 and paleturquoise modules (experiment 2) (Fig. 5A) and identified Cadherin 2 (*Cdh2*) (Fig. 5C1, 5C4) as a common gene negatively linked with convoluted tubule diameter. Comparison between module darkorange (experiment 1) and module tan (experiment 2) (Fig. 5B) identified Activator of HSP90 ATPase Homolog 2 (*Ahsa2*) (Fig. 5C2, 5C5) and Shiftless Antiviral Inhibitor of Ribosomal Frameshifting (*Shfl*) (Fig. 5C3, 5C6) as common genes positively linked with kidney mass. 

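In experiment 1, Ahsa2 had 74.2 ± 109 CPM (SD, n = 4) in LP, 57.1 ± 65.9 CPM in SP12wk and 62.3 ± 93.2 CPM in SP28wk, from 4, 3 and 5 reads counted on up to 8 listed transcripts. Shfl (transcript NM_175687.2) had 20.0 ± 23.1 CPM in LP, 5.70 ± 11.4 CPM in SP12wk and 22.0 ± 44.0 CPM in SP28wk, from 2, 1 and 4 reads. All 4 reads of Shfl in SP28wk were in 1 library. Neither gene differed between LP with SP28wk and SP12wk (exact permutation test, p = 0.842 for Ahsa2 and p = 0.475 for Shfl), and no difference in Shfl was detectable at this depth. In experiment 2, Ahsa2 had 57.6 ± 11.1 CPM (SD, n = 6) in SAL and 57.7 ± 12.2 CPM in PRL (exact permutation test, p = 0.991). Shfl had 6.73 ± 2.76 CPM in SAL and 6.89 ± 6.11 CPM in PRL (exact permutation test, p = 0.965). The mass of each kidney was not analysed here, so that the values were compared between groups only.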

No common genes were identified to be linked with the renal corpuscle number between module royalblue (experiment 1) and module darkred and lightyellow (experiment 2) (Fig. S2C) (40).

**Figure 5.**
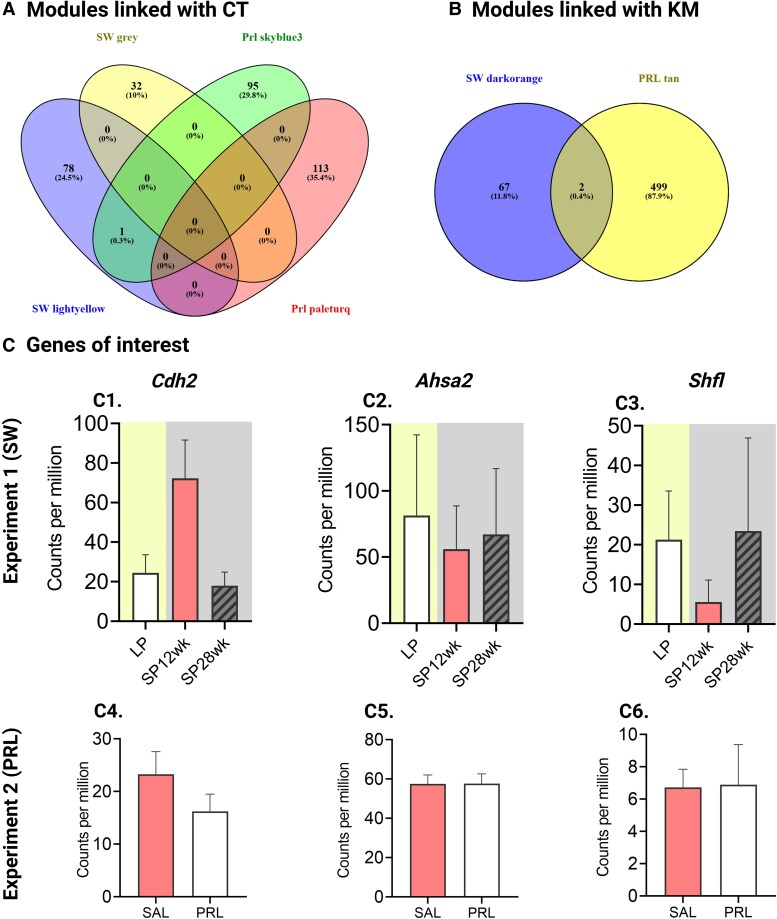
Shared molecular drivers of kidney function. (A-B). Venn diagrams illustrating overlapping genes associated with convoluted tubule width (CT) and kidney mass (KM) across experiments 1 and 2. In experiment 1, CT-associated modules include SW light yellow and SW gray, and KM-associated module includes SW dark orange. In experiment 2, CT-associated modules are Prl skyblue3 and Prl pale turquoise, while KM-associated module is Prl tan. (C) Bar plots depicting mean ± SEM of the counts per million (CPM) values of *Cdh2*, *Ahsa2*, and *Shfl* gene in experiment 1 (LP, long photoperiod; SP, short photoperiod, SP12-28 weeks; N = 4) and experiment 2 (PRL, prolactin; SAL, saline; N = 6).

## Discussion

The present study demonstrates robust photoperiod adaptations in renal morphology and transcriptome architecture in Djungarian hamsters. 

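Across the 5222 genes tested in experiment 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at an adjusted p under 0.05 in SP12wk against LP, 0 in SP28wk against SP12wk, 0 in SP28wk against LP, 0 in LP with SP28wk against SP12wk and 0 over the 3 groups. At an unadjusted p under 0.05 there were 456, 309, 370, 380 and 354 genes, where 261.1 would be given by chance. Other splits of the same libraries into groups of these sizes gave medians of 379.5, 280.5, 283, 317 and 291 such genes. DESeq2 called 3, 8, 4, 5 and 7 genes in these comparisons, and limma-voom called 4, 13, 11, 7 and 13. The largest change came from testing every gene without a filter on low counts, with 87, 52, 50, 134 and 209 calls by edgeR. Those genes had a median of 17.5 to 26.5 listed transcripts, against 1 for all genes.

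The libraries of SP12wk and LP did not overlap for 138 genes, where chance gives 149.2 if no libraries are tied. The same held for 151 genes in SP28wk against SP12wk and 177 genes in SP28wk against LP, with the same number by chance. Libraries without a count were tied at 0, which lowers the number by chance. The lower number was not computed, so that these counts of genes cannot be judged against chance. The common biological coefficient of variation was 1.03. In simulated counts with the depth and spread of these libraries, the test recovered 0.5% of 200 genes changed 4-fold and 33% of those changed 16-fold between SP12wk and LP, among 4819 and 4816 genes tested. Most changes of 16-fold were therefore missed as well by this test on the sums over transcripts. The simulated spread was that of the sums, in which a read may be counted on several transcripts. Counts with 1 transcript per gene were not simulated, so that the part of the repeated counting in the low recovery is unknown.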

Long photoperiods induced renal hypertrophy, whereas short photoperiods induced a transient reduction, followed by an endogenous recovery in kidney mass and CT diameter. Transcriptomic analyses identified gene modules correlated with CT diameter enriched in pathways related to mitochondrial function, solute transport, and cellular turnover. 

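Between SP12wk and LP alone, Slc25a5 was lower in SP12wk by a log2 fold change of −0.55 (standard error 0.45, edgeR adjusted p = 0.852), with an exact permutation p of 0.0857. Spry1 was lower by a log2 fold change of −0.94 (standard error 0.63, edgeR adjusted p = 0.770, exact permutation p = 0.143). Suclg2 had too few reads in SP12wk for a fold change (exact permutation test, p = 0.257). Cdh2 was higher in SP12wk by a log2 fold change of 1.48 (standard error 1.07, edgeR adjusted p = 0.820, exact permutation p = 0.114), and Gstm3 by 1.21 (standard error 1.26, edgeR adjusted p = 0.887, exact permutation p = 0.371). The 5 genes thus had the direction shown in Figure 2, but these tests did not separate the groups. None of their exact p-values reached 0.0286, the smallest that groups of this size allow. Adjusted over the list alone, the exact p-values of the 10 plotted genes were between 0.357 and 0.886. Most of the list would have to reach the smallest p together to pass this adjustment. The adjusted values therefore tell little about single genes.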

The long photoperiod-induced upregulation of *Slc25a5*, *Suclg2*, and *Spry1* genes indicates enhanced renal metabolic activity and solute handling, while negative associations with *Cdh2* and *Gstm3* transcripts reveal active remodeling and protective antioxidant responses under short photoperiods. PRL injections in the short photoperiod-housed hamsters induced renal hypertrophy simulating long photoperiodic induction. Modules negatively correlated with CT diameter were enriched for genes involved in cytoskeletal organization, protein transport, and cellular remodeling, including *Cdh2*, *Atg12*, *Ccl12*, *Slc24a5*, *Gsk3a*, and *Akt2*, revealing the transcriptional basis for PRL-mediated structural modulation. 

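Of the 10913 genes tested in experiment 2, edgeR called 1 at an adjusted p under 0.05 between PRL and SAL, Abl2, which was lower in PRL. DESeq2 and limma-voom each called 2, Abl2 and Tbc1d8, of which Tbc1d8 was named after its values were seen. At an unadjusted p under 0.05 there were 362 genes by edgeR, where 545.65 would be given by chance. Other splits of the 12 libraries gave a median of 318. The SAL and PRL libraries did not overlap for 23 genes, where chance gives 23.6 if no libraries are tied. Ties at 0 lower that number here too, by an amount that was not computed. The common biological coefficient of variation was 0.577. In simulated counts with the depth and spread of these libraries, 62% of 200 genes changed 4-fold and 95% of those changed 16-fold were recovered, among 10559 and 10593 genes tested. The call of Abl2 rested on 9 reads in SAL and 0 in PRL, each counted on 12 listed transcripts, and it was lost with 1 listed transcript per gene (adjusted p = 0.250 by edgeR, between 8.45e-09 and 1.00 over all alternatives).

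From the negative correlation of modules skyblue3 and paleturquoise with CT diameter, and from the processes enriched among their transcripts, the paper reasons that prolactin acts on tubule structure through the transcription of these genes.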

Overall, these results suggest that renal plasticity is governed by photoresponsive transcriptional programs that coordinate seasonal changes in kidney structure and function.

### Photoinduced Transcriptional Modulation Underlies Seasonal Renal Plasticity

Photoperiodic treatment in hamsters induced a distinct seasonal rhythm in kidney mass and volume. Similar annual cycles in kidney mass have been observed in caribou (*Rangifer tarandus*) (45), red deer (*Cervus elaphus*) (46), sheep (*Ovis aries*) (47), and Indian mongoose (*Herpestes auropunctatus*) (48). The larger renal dimensions under long photoperiods likely reflect seasonal adaptations that support increased metabolic and reproductive demands. In mongoose, the lack of water availability during the dry season is proposed to induce kidney involution, whereas seasonal reproductive activity was associated with increased kidney mass (48). The short photoperiod-induced acute reduction and the programmed recovery of kidney mass are driven by an endogenous timer in anticipation of seasonal transitions (25). The absence of seasonal change in water intake challenges the functional advantage of seasonal adaptations in the kidney function. Reductions in organ size likely facilitate energy conservation during periods of low physiological demand. This aligns with the complex energy-saving strategies employed by Djungarian hamsters to endure harsh winter conditions (16). During the reproductive season, hamsters survive with limited rainfall and produce highly concentrated urine, indicating seasonal variations in renal function (49, 50). Future studies assessing whole-body water content and urinary output will aid in the understanding of the significance of seasonal kidney changes.

Histomorphometric analysis revealed seasonal changes in convoluted tubule diameter, mirroring the kidney mass change across phototreatments. In rodents, convoluted tubules occupy much of the renal cortex, with the proximal segment comprising 48% to 76% (51, 52), and the distal about 3% to 5% of cortical volume (53, 54). The proximal tubule reabsorbs the majority of water and solutes and secretes organic compounds, while the distal tubule fine-tunes electrolyte balance through selective reabsorption and secretion (52). In the current study, the expression of *Slc25a5*, *Suclg2*, *Slc52a2*, and *Spry1* genes was positively correlated with the convoluted tubule width. SLC25A5, a mitochondrial ADP/ATP translocase, facilitates ATP exchange across the mitochondrial inner membrane for active tubular reabsorption (55). SUCLG2 encodes subunit β of succinyl-CoA synthetase, a key enzyme in the tricarboxylic acid cycle (56), whereas SLC52A2 transports riboflavin, a key cofactor in oxidative metabolism (57, 58). The kidney relies on a high mitochondrial abundance to fuel waste removal and maintain fluid and electrolyte balance (59). Therefore, during short photoperiods, reductions in tubular dimensions are likely accompanied by attenuated mitochondrial and transport activity, reflecting the decreased metabolic demand. 

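The transcripts of oxidative phosphorylation were examined as a set, fixed by gene symbol. In SP12wk, 76 of 84 such genes were higher than in LP, with a median log2 fold change of 0.68 (0.67 with the gene that had no count in a group set to its limit of 3 counts over the group). The set took 2.02% to 8.40% of the counts in the 4 LP libraries, 7.34% to 9.08% in SP12wk and 6.50% to 7.42% in SP28wk. By camera with a preset correlation of 0.01 between genes, its adjusted p was 1.18e-11 over 11 sets, and 8.67e-05 without LP replicate 2, the library with the lowest share (range over all alternatives 3.57e-20 to 0.522). In SP28wk against LP the median was 0.44, with 77 of 84 genes higher (camera adjusted p = 2.67e-07, 0.148 without LP replicate 2, range over all alternatives 4.06e-15 to 0.621). In LP with SP28wk against SP12wk the median was −0.43, with 16 of 84 genes higher (camera adjusted p = 5.67e-06). None of the calls of sets by camera, in either experiment, held under fry or under a correlation estimated from the data. For SP12wk against LP, the adjusted p of this set was 0.401 by fry and 0.522 with the estimated correlation. A list of other short mRNAs also rose in SP12wk, by a median of 0.60, so that the set did not move alone.
The 18 genes of the tricarboxylic acid cycle had a median log2 fold change of −0.17 in SP12wk against LP, with 7 of 18 higher (camera adjusted p = 0.703). The 85 solute carriers had a median of −0.05, a mean of 0.08 and 39 of 85 higher, with the test pointing down (camera adjusted p = 0.703).

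**Figure D3:**
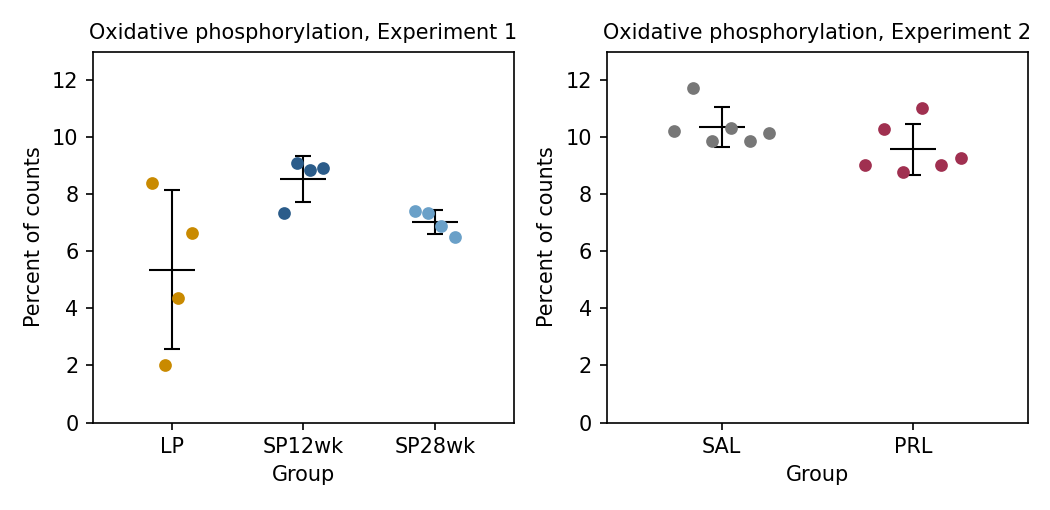
Percent of the counts of each library on genes of oxidative phosphorylation in experiment 1 (left) and experiment 2 (right), by group. Points are animals, horizontal bars are group means and error bars are SD (n = 4 per group on the left, n = 6 on the right). The LP libraries spread from 2.02% to 8.40%, whereas the libraries of each other group lie within a narrower range.

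From the correlation of Slc25a5, Suclg2 and Slc52a2 with tubule width, the paper proposes that mitochondrial and transport activity falls with the size of the tubules. It cites the part of the encoded proteins in mitochondrial ATP exchange, the tricarboxylic acid cycle and riboflavin transport. It also reports that transcripts of module darkmagenta were enriched for the tricarboxylic acid cycle and for mitochondrial ADP and electron transport.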

Structural remodeling of the kidney parallels these functional changes, as indicated by the downregulation of *Spry1*, a negative regulator of receptor tyrosine kinase signaling, including the FGF and GDNF pathways essential for kidney development (60, 61).

*Dad1*, *Gsta1*, and *Gstm3* expressions were negatively correlated with the CT diameter change. DAD1, a subunit of the oligosaccharyltransferase complex, functions as a negative regulator of programmed cell death linked to endoplasmic reticulum stress-induced apoptotic pathways (62). GSTA1 and GSTM3, both glutathione S-transferases, are key to cellular detoxification and oxidative stress responses (63). Studies in small mammals suggest that prolonged light exposure elevates renal oxidative stress, whereas extended periods of darkness contribute to reduced oxidative damage (64, 65). Likewise, melatonin treatment reduced malondialdehyde, a marker of cellular peroxidative in the renal tissues of rabbits (*Oryctolagus cuniculus*) (66). Exposure to short photoperiods in the striped dwarf hamster (*Cricetulus barabensis*) decreased oxidative stress in hamster kidneys through the Nrf2-Keap1 signaling pathway (67). 

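The glutathione S-transferase genes as a set were higher in SP12wk than in LP. Of 16 genes tested, 15 were higher, with a median log2 fold change of 1.16 (1.07 with a gene that had no count in a group set to its limit) and a camera adjusted p of 8.89e-04, between 2.48e-07 and 0.522 over all alternatives. The adjusted p was 0.0981 without LP replicate 2, 0.109 without SP12wk replicate 3 and 0.0995 without SP12wk replicate 4. In SP28wk against LP, the median was 0.66 with 14 of 16 genes higher (camera adjusted p = 0.0304). In LP with SP28wk against SP12wk, the median was −0.84 with 3 of 16 higher (camera adjusted p = 0.0197). The adjusted p of SP28wk against LP was 0.533 without LP replicate 2, 0.0563 without LP replicate 3, 0.123 without SP28wk replicate 2 and 0.148 without SP28wk replicate 3. That of LP with SP28wk against SP12wk was 0.225 without LP replicate 2, 0.855 without SP12wk replicate 3, 0.779 without SP12wk replicate 4, 0.0644 without SP28wk replicate 1 and 0.0587 without SP28wk replicate 4. Over all alternatives they were between 0.00124 and 0.621 and between 1.91e-05 and 0.961. Reads may be shared among members of the family, so that the number of genes overstates the number of independent measurements.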

The short photoperiod-induced upregulation of stress-responsive genes in the current study likely enhances antioxidant defenses and protects against cellular stress in hamsters.

### Prolactin Mediates Seasonal Remodeling of Renal Structure and Gene Expression

Hypophyseal *Prl* expression showed an acute decrease (12 weeks), followed by a sharp endogenous increase on prolonged exposure (28 weeks) to short photoperiods (Fig. 2A). This aligns with previous findings across a wide range of eutherian and metatherian mammals in which elevated summer PRL levels regulate seasonal changes in metabolism, reproduction, and parental behavior (68). Notably, although renal *Prl* expression is reported in mice (31), it is not expressed in the Djungarian hamster kidneys (27), suggesting no direct action of renal PRL in the photoperiodic response. PRL injection in short photoperiod-housed hamsters induced renal hypertrophy and increased convoluted tubule diameter, corroborating photoinduced seasonal changes in kidney morphology observed in experiment 1. Likewise, in female rats during lactation, a hyperprolactinemic state, the kidneys undergo enhanced growth, including elevated glomerular filtration rate as well as increased salt and water reabsorption (69). 

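All of Atg12, Ccl12, Slc24a5, Cul7, Atp6v0a2 and Slc8b1 had a lower mean CPM in PRL than in SAL. By edgeR, the log2 fold change was −0.77 for Atg12 (standard error 0.48), −0.99 for Ccl12 (0.71), −0.34 for Cul7 (0.65), −0.26 for Atp6v0a2 (0.75) and −1.90 for Slc8b1 (0.79), each with an adjusted p of 1.00 over all genes tested. Slc24a5 had counts in 4 libraries, below the filter of 6, and was not tested by edgeR. With each library left out in turn, the difference in mean CPM stayed between −2.31 and −1.19 for Atg12, between −1.38 and −0.546 for Ccl12, between −1.31 and −0.448 for Cul7 and between −12.2 and −8.99 for Slc8b1. It lay between −0.309 and −0.00859 for Slc24a5, and between −1.38 and 0.0122 for Atp6v0a2, which was higher in PRL without SAL replicate 5.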

Genes from module skyblue3 *(Atg12, Ccl12, Slc24a5)* and module paleturquoise *(Cul7, Atp6v0a2, Slc8b1*) were downregulated during tubular hypertrophy. ATG12 forms a conjugated complex with ATG5/ATG16L1 essential for autophagosome formation and regulates autophagy which is critical for kidney homeostasis (70). ATP6V0A2, a subunit of V-ATPase, is also essential for autophagy and regulates lysosomal and endosomal acidification to degrade cellular components (71). In nutrient-deficient environments, mammalian autophagy promotes renal ketogenesis for energy (72). Short photoperiod exposure in striped dwarf hamsters also induced autophagolysosome formation in photo-responsive organs such as the Harderian gland (73). Further, PRL injections in the present study downregulated *Cul7* expression, which encodes cullin-7, a key component of the ubiquitin-proteasome system (74). 

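Of 27 autophagy genes tested in experiment 2, 16 were higher in PRL than in SAL, with a median log2 fold change of 0.06 and a mean of 0.22 (camera adjusted p = 0.688 over 14 sets). Of 23 subunits of the V-ATPase, 11 were higher in PRL, with a median of −0.02 (camera adjusted p = 0.931). Neither set passed the threshold.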

PRL thus promotes anabolic pathways that support renal growth and tubular enlargement, while suppressing organ-specific catabolic processes like autophagy and protein degradation crucial in winter-like conditions. PRL also maintains a low inflammatory state, as indicated by the downregulation of *Ccl12*, a chemoattractant that mediates inflammatory responses by promoting the migration of leukocytes (75). Both the solute carrier (SLC) ion transporters identified function as sodium-calcium exchangers, where SLC24A5 regulates pigmentation (76), wheresa SLC8B1 is responsible for mitochondrial Ca²⁺ extrusion in excitable cells (77). Downregulation of these genes during tubular growth suggests a reduction in nonessential calcium transport activity, aiding the regulation of Ca²⁺ homeostasis. As only females were used in experiment 2, it remains possible that other transcripts associated with the photoperiodic regulation of water rheostasis in male hamsters are underrepresented. Furthermore, bromocriptine-mediated PRL suppression in LP-housed Djungarian hamsters did not alter the kidney mass (8). These data suggest that either prior exposure to long photoperiod induces a long-term programmed effects on renal function or that PRL is not necessary to maintain higher kidney mass. Other hormonal pathways such as GH signaling may facilitate the photoperiod regulation of kidney function.

### Cadherin 2: A Candidate for Prolactin-driven Seasonal Tubule Remodeling

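By edgeR, the log2 fold change of Cdh2 in LP with SP28wk against SP12wk was −1.66 (standard error 0.88, edgeR adjusted p = 0.730 over all genes tested). In SP28wk against SP12wk it was −1.85 (standard error 1.06, edgeR adjusted p = 0.940). In PRL against SAL it was −0.54 (standard error 0.45, edgeR adjusted p = 1.00), an exact permutation p of 0.516 after adjustment over the list. Without LP replicate 1, the first comparison had a difference of −58.4 CPM and passed the adjustment over the list alone (exact permutation test, p = 0.0303, between 0.0303 and 0.141 over all alternatives).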

Renal *Cdh2* expression was suppressed by both long photoperiod exposure and PRL treatment, and it exhibited a negative correlation with tubular diameter. Cadherins are a family of calcium-dependent transmembrane proteins essential for cell adhesion and signaling, and they play a critical role in establishing renal epithelial polarity through homophilic interactions between the extracellular domains of adjacent cells (78). *Cdh2* encodes N-cadherin protein that is predominantly expressed in the proximal tubule (79). N-cadherin is markedly reduced in proximal tubules during acute kidney injury, suggesting a role in epithelial integrity (80). In long photoperiods, reduced *Cdh2* expression may alter cell-cell adhesion, resulting in tubule dilation and increased width. During winter hibernation in the dormouse (*Muscardinus avellanarius*), proximal convoluted tubule cells retain intact ultrastructure and polarity, along with a hypertrophied apical endocytic apparatus (81). Similar changes in tubular cells have been reported in garden dormice (*Eliomys quercinus*) (82) and golden-mantled ground squirrels (*Callospermophilus lateralis*) (83) during hibernation or torpor. Hibernators potentially upregulate protective factors that preserve cellular homeostasis and structural integrity during torpor and arousal (84). In response to winter-like conditions, CDH2 likely contributes to epithelial cohesion and preserves cellular architecture in torpid Djungarian hamsters. 

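In experiment 2, the log2 fold change by edgeR in PRL against SAL was −0.05 for Ahsa2 (standard error 0.24) and 0.07 for Shfl (standard error 0.57), both with an adjusted p of 1.00. With each library left out in turn, the difference in mean CPM lay between −3.70 and 3.68 for Ahsa2 and between −2.02 and 1.27 for Shfl. In experiment 1, the difference between LP with SP28wk and SP12wk lay between −11.9 and 30.4 CPM for Ahsa2 and between 5.70 and 21.0 CPM for Shfl, whose p by exact permutation test was 0.406 or above.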

*Ahsa2* and *Shfl* expressions were positively correlated with kidney mass in both experiments, indicating their potential roles in renal growth and remodeling. AHSA2 is a member of the AHA family and functions as a cochaperone that enhances the ATPase activity of Hsp90, a key heat shock protein involved in protein folding and stress responses (85). SHFL is known to inhibit programmed-1 ribosomal frameshifting, a mechanism that viruses exploit to regulate their protein synthesis (86). Beyond its antiviral function, SHFL may regulate host protein translation, impacting cellular proliferation and growth in the kidney.

## Conclusion

The present study demonstrates that photoperiodic cues drive seasonal remodeling of kidney structure and transcript levels in Djungarian hamsters. Long photoperiods induced renal hypertrophy and tubular expansion which corresponded to increased mitochondrial and transport activity. Short photoperiods triggered a transient reduction followed by endogenous recovery in renal dimensions, highlighting an internal circannual timer regulating the renal growth-regression cycle. Markers for antioxidant defense and protection against cellular stress were upregulated in the winter short photoperiod. PRL signals the seasonal transitions to the kidney to induce renal growth and attenuates anabolic pathways including autophagy. *Cdh2*, encoding N-cadherin, emerged as a key regulator. Its downregulation during long photoperiods and PRL-induced hypertrophy, along with its inverse relationship with tubular dimensions, suggests that reduced CDH2 may promote epithelial remodeling and structural expansion, while in winters it aids epithelial cohesion. This pattern mirrors seasonal adaptations in hibernators, where epithelial integrity is preserved throughout torpor. These findings offer new insight into programmed renal rheostasis and the molecular underpinnings of seasonal renal plasticity.

## Abbreviations

CPM: counts per million
CT: convoluted tubule
LP: long photoperiod
PRL: prolactin
qPCR: quantitative PCR
RCA: renal corpuscle area
RCN: renal corpuscle number
RCP: renal corpuscle perimeter
SP: short photoperiod
WGCNA: weighted gene coexpression network analyses

How the deposited data were processed for this re-analysis (not part of the article)

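The data are counts of nanopore cDNA reads from the kidneys of 24 hamsters in a pair of experiments. Experiment 1 held 12 males, 4 in LP (16 h of light per day), 4 after 12 weeks in SP (8 h of light) and 4 after 28 weeks in SP. Experiment 2 held 12 females after 8 weeks in SP, 6 given saline and 6 given 18 µg PRL per injection on 3 days. The authors basecalled and demultiplexed the reads with Guppy, trimmed them with Porechop, filtered them with Filtlong, aligned them with Minimap2 to the mouse genome and deposited estimated counts per mouse RefSeq transcript, not scaled to library size. The program that counted the reads and its way of sharing a read among transcripts are not given in the sources used here. All 24 value columns of both tables were used. The tables list no mitochondrially encoded genes.

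In experiment 1, 57.8% of the rounded sums per gene were 0. There were 36662 transcripts listed, up to 56 for a gene with a median of 1. In experiment 2, 32.9% of the rounded sums per gene were 0. Of the 859080 values of single transcripts, 3447 were not whole numbers, and a gene had up to 77 transcripts with a median of 2. Of the genes tested, 4221 in experiment 1 and 5098 in experiment 2 had a median sum under 10 counts. With 1 transcript per gene, the 10 genes with most counts took 6.75% to 11.7% of the counts of a library in experiment 1 and 5.76% to 7.98% in experiment 2. In experiment 2 the totals over all transcripts were 2.09 to 2.31 times those with 1 transcript per gene, and a limit of 3 counts for a gene without a count was worth 1.83 to 7.65 CPM. Spearman correlations between libraries of a group were between 0.396 and 0.601 in experiment 1 and between 0.719 and 0.895 in experiment 2. Reads of a gene are given as the counts of its transcript with most counts, since sums over transcripts may count the same read several times.

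Counts were added over the transcripts of a gene symbol. CPM was the sum divided by the total of the library. Group means are given with the SD between animals. In R 4.3.3, sums were rounded and fitted with the quasi-likelihood model of edgeR 4.0.16 with TMM scaling, 1 model per experiment and no covariate. Genes needed a count in at least 4 of 12 libraries in experiment 1 and 6 of 12 in experiment 2, and the threshold was a Benjamini-Hochberg adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Sets of genes were tested with camera of limma 3.58.1 with a correlation of 0.01 between genes, on sets with at least 3 genes tested, and adjusted over the sets of a comparison. The genes plotted in Figs. 2, 4 and 5 were compared with two-sided exact permutation tests of the mean CPM over all splits of the libraries, adjusted over the list of a comparison.

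The comparisons were SP12wk against LP, SP28wk against SP12wk, SP28wk against LP, LP with SP28wk in equal weight against SP12wk, an F test over the 3 groups, and PRL against SAL. LP with SP28wk against SP12wk stood in for the correlation with tubule diameter, because the diameters of single animals were not analysed here. WGCNA was not installed, and the modules were not rebuilt. The mean pairwise correlation of the plotted genes of each module was compared with 10000 random lists drawn from the 100 genes nearest to each gene in mean expression. The experiments were compared by the Spearman correlation of log2 fold changes across genes, beside 99 draws with permuted labels in each experiment.

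These choices, the sets and the alternatives were fixed before the data were examined, with the exceptions named in the closing section. The plan left open whether the tables held CPM or counts. They held counts, so that the count models were used and the alternatives on the pseudocount of a model for CPM did not apply. Genes were named by a rule fixed at the same time. It takes every gene the paper plots, the prolactin receptor and prolactin genes, 5 genes that differ between the sexes, and for each comparison across all genes up to 5 genes in each direction with the smallest adjusted p under 0.05 or, where none passed, the 2 with the smallest p in each direction. The F test has no direction and named none.

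The sets were oxidative phosphorylation, the tricarboxylic acid cycle, solute carriers, glutathione S-transferases, autophagy, V-ATPase, prolactin signalling, and markers of the proximal tubule, thick limb and distal tubule, collecting duct, glomerulus, blood, adrenal and adipose tissue and of the immediate early response. Lists of other short mRNAs, long mRNAs and ribosomal protein genes were added for technical checks. The sets overlap, since the subunits Sdha to Sdhd are in a pair of them, and the solute carriers hold tubule markers and Slc25a5, Slc52a2, Slc24a5 and Slc8b1 of the plotted genes.

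The alternatives were no filter and a stricter filter (8 of 12 libraries in experiment 1, 12 of 12 in experiment 2), DESeq2 1.42.0 with its size factors and test, limma-voom, each transcript tested separately, 1 transcript per gene, a block for the replicate number, each library left out in turn, fry and an estimated correlation in place of the preset one for sets, ranks in place of CPM for the permutation tests, and Spearman or absolute correlations for the modules. All relations across libraries used 100000 permutations. The model was tested on counts simulated from the sums over transcripts, with 200 changed genes drawn from those above the median in mean expression. A sample far from the others of its group was found with Dixon's test (critical values 0.829 for 4 and 0.625 for 6 libraries). All random draws used the seed 1.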

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

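Dixon's test, the edgeR test of Abl2 and the camera test of the adipose markers with its alternatives were planned, the setting of 1 listed transcript per gene was added after the data were seen, and the other tests in this part were chosen only after the result was seen. Dixon's test was applied to 72 groups of libraries, of which 7 held a library past its critical value, where 3.6 are given by chance at 5%. The number of such groups is therefore itself near chance, and no biological explanation was tested for a single library.

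Slc52a2 had 483 CPM in SP12wk replicate 1 and 0 to 76.4 CPM in the other 3 SP12wk libraries, which makes it a sample far from the others. It had 14 reads, beside 0 to 3 in the others. The same library had 37 reads of Gm32262 on its transcript with most reads, the most of its group, so that reads of a sequence shared with Gm32262 may be the source and stay open. A different level of the gene in this animal stays open as well.

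Ahsa2 had 201 CPM in SP28wk replicate 3, from 3 of the 5 reads of the group counted on several transcripts, and 0 to 28.9 CPM in the others. The binomial probability of as many reads in SP28wk replicate 3 at its depth, multiplied by the 4 libraries, is 0.40. Counting error thus stays open. Shfl had 87.9 CPM in SP28wk replicate 3 from all 4 reads of the group. Here the same product is 0.0148. It takes the depth of this library for all 4, although their depths differ, and it was computed for a value picked as extreme. It therefore cannot decide on counting error, which stays open. Suclg2 in SP12wk replicate 4 had 50.9 CPM and Shfl in SP12wk replicate 3 had 22.8 CPM, each from the only read of its group. As a single read must lie in 1 library, the probability is 1 for each, and counting error cannot be told apart from a higher level.

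Genes of oxidative phosphorylation took 7.34% of the counts in SP12wk replicate 1 and 8.84% to 9.08% in the other SP12wk libraries. A list of other short mRNAs took 1.64% of the counts in this library, the lowest of the 4 libraries, and the long mRNAs took 1.04%, the highest. A lower yield of short cDNAs may therefore explain the lower share and stays open. In SAL replicate 2 the share was 11.7%, above the 9.86% to 10.3% of the other SAL libraries. The ribosomal protein genes, compared first, took 11.9% of its counts, the lowest share of the 6 SAL libraries, which taken alone would have argued against a higher yield of short cDNAs. The long mRNAs took 0.335%, the lowest share of the 12 libraries, which goes with it, and the list of other short mRNAs took 2.57%, within the 2.32% to 2.71% of the other SAL libraries. As these lists go apart, a higher yield of short cDNAs cannot be told apart from a different level of the genes in this animal.

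Abl2 is a signal among genes the paper does not discuss. It was read in each SAL library, 1 to 3 times and 9 times in all, and in no PRL library. With a limit of 3 reads over the PRL group, it was at least 3.29-fold lower in PRL (exact permutation test, p = 0.00216, the smallest p that 6 animals against 6 allow). The edgeR call (adjusted p = 0.0251) did not hold with 1 listed transcript per gene (adjusted p = 0.250, range over alternatives 8.45e-09 to 1.00), so that the counting of each read on 12 transcripts may account for the call. At the rate of the SAL libraries, 9.87 reads would have been read in PRL, which argues against lower depth of the PRL libraries. A comparison of the median totals, made first, was 747840 in SAL and 665079 in PRL and by itself would have left lower depth open. When other splits of the 12 libraries were tested, 12 of 100 gave as many called genes as the real one, so that chance is not excluded. An effect of PRL stays open and was not tested further.

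The adipose markers are another signal among genes the paper does not discuss. Their median log2 fold change in PRL against SAL was 0.78 over 6 genes, 5 of them higher in PRL (limma camera adjusted p = 0.00809, range over alternatives 6.10e-06 to 0.965). The adjusted p was 0.0815 without SAL replicate 1, 0.108 without SAL replicate 2 and 0.0592 without SAL replicate 4. The reads in SAL and PRL were 9 and 16 for Adipoq, 2 and 5 for Plin1, 3 and 17 for Cfd, 79 and 148 for Car3, 200 and 313 for Fabp4, 8 and 28 for Ucp1 and 5 and 4 for Lep. The markers took 0.00366% to 0.0214% of the counts in SAL (median 0.00670%) and 0.00812% to 0.0276% in PRL (median 0.0152%). The highest SAL share, 0.0214% in SAL replicate 5, was above the median of PRL, so that fat tissue left on kidneys of either group is a candidate explanation and stays open. All 7 markers were read in these kidney libraries, so that expression by the kidney itself and an effect of PRL on it stay open and were not tested.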

How the results depend on the processing

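The tests with 1 transcript per gene and with absolute correlations were chosen only after the result was seen, and all other alternatives were fixed before the data were examined. Unless stated otherwise, the cause was not tested. Numbers of genes are given for SP12wk against LP, SP28wk against SP12wk, SP28wk against LP, LP with SP28wk against SP12wk, the F test and PRL against SAL, in this order. With all libraries and edgeR they were 0, 0, 0, 0, 0 and 1.

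Without a filter the numbers were 87, 52, 50, 134, 209 and 1. With each transcript tested separately they were 8, 7, 20, 0, 18 and 4. With 1 transcript per gene they were 1, 7, 11, 2, 14 and 0. With DESeq2 they were 3, 8, 4, 5, 7 and 2, and with limma-voom 4, 13, 11, 7, 13 and 2. With a stricter filter and with a block for the replicate number they were 0 in all 6. The numbers do not pair the animals, since the correlations between libraries of the same number lay between −0.119 and 0.0953 in experiment 1 (12 pairs, median 0.00864) and between −0.0841 and 0.139 in experiment 2 (6 pairs, median 0.0175), and the block left the numbers of called sets at 2, 0, 2, 2 and 2.

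With each library left out in turn, the numbers were between 0 and 1 in each comparison of experiment 1. The single genes were Ktn1 without LP replicate 1 (adjusted p by edgeR 0.00203, 0.00227, 0.00152 and 0.0067 in SP12wk against LP, SP28wk against SP12wk, LP with SP28wk against SP12wk and the F test), Ptprk without LP replicate 3 (0.00153 in SP12wk against LP, 0.0023 in SP28wk against LP, 0.00563 in LP with SP28wk against SP12wk and 0.00614 in the F test) and Ptprd without SP12wk replicate 1 (0.00355, 0.00605, 0.0038 and 0.0145 in the same comparisons as Ktn1). The adjusted p of the top gene lay between 1.86e-13 and 0.998 over the alternatives of these comparisons. In experiment 2 the number was between 0 and 2. It was 0 without any SAL replicate, because Abl2 was then counted in fewer than 6 libraries, and without PRL replicate 1 (adjusted p of Abl2 0.056) or PRL replicate 2 (0.0583), and 2 without PRL replicate 4, Abl2 and Tbc1d8 (0.0304). Over the alternatives, the smallest adjusted p was between 8.45e-09 and 1.00. Ptprk, Ptprd and Tbc1d8 were named after their values were seen.

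The numbers of called sets for the 5 comparisons other than the F test were 2, 0, 2, 2 and 2. With fry and with the estimated correlation they were 0 in all 5. With the stricter filter they were 1 in LP with SP28wk against SP12wk and 1 in PRL against SAL. With each library left out in turn they were between 1 and 3, between 0 and 0, between 0 and 2, between 1 and 2 and between 1 and 2. In SP12wk against LP it was 1 without LP replicate 2 or SP12wk replicate 4, and 3, with blood added, without LP replicate 1 or LP replicate 4, without a filter, with DESeq2 size factors or with 1 transcript per gene. Without SP12wk replicate 3 it stayed at 2 in this comparison and in LP with SP28wk against SP12wk, but blood took the place of the glutathione S-transferases in both. In SP28wk against LP it was 3, with blood added, with 1 transcript per gene, 0 without LP replicate 2 and 1 without LP replicate 3, SP28wk replicate 2 or SP28wk replicate 3. In LP with SP28wk against SP12wk it was 1 without LP replicate 2, SP12wk replicate 4, SP28wk replicate 1 or SP28wk replicate 4, and in PRL against SAL it was 1 without SAL replicate 1, SAL replicate 2 or SAL replicate 4. With DESeq2 size factors in place of TMM the median log2 fold change of all genes went from 0 to 0.09 in SP12wk against LP and from 0.12 to 0.19 in SP28wk against LP, and moved less in the other comparisons.

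The number of plotted genes past the adjustment over the list was 0 in each comparison. In SP12wk against LP and in SP28wk against SP12wk the 0 was nearly fixed by the design, since the smallest exact p is 0.0286 and at least 6 of the 10 genes would have to reach it together, so that the alternatives tell little there. In LP with SP28wk against SP12wk it was between 0 and 2 with each library left out, and 2 without LP replicate 1, where Cdh2 differed by −58.4 CPM. In PRL against SAL it was between 0 and 1 with each library left out, 1 without SAL replicate 3 and 1 with 1 transcript per gene, where Gsk3a differed by 4.65 CPM. Cdh2 lay between −68.8 and −42.3 CPM in LP with SP28wk against SP12wk and between −10.4 and −4.17 CPM in PRL against SAL. For the other plotted genes, 302 of 323 values over 19 genes and comparisons kept their direction and side of the threshold, 3 passed (Dad1 without LP replicate 1 and Gsk3a in the pair of settings above) and 18 changed sign.

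The changes of sign were in genes with small differences. Ahsa2 in LP with SP28wk against SP12wk was −11.9 CPM without LP replicate 3, −7.82 CPM without SP12wk replicate 1 or SP12wk replicate 3 and −7.76 CPM without SP28wk replicate 3, within a range of −11.9 to 30.4 CPM with each library left out. In PRL against SAL, Ahsa2 was −2.52 CPM with DESeq2 size factors, −1 in mean rank, −3.17 CPM without SAL replicate 1, −2.12 CPM without SAL replicate 2, −3.7 CPM without PRL replicate 1, −0.12 CPM without PRL replicate 5 and −1.004 CPM without PRL replicate 6 (range −3.7 to 3.68 CPM). Shfl was −0.126 CPM with DESeq2 size factors, −0.667 in mean rank, −0.673 CPM without SAL replicate 1, −0.358 CPM without SAL replicate 6, −2.02 CPM without PRL replicate 1 and −0.419 CPM without PRL replicate 2 (range −2.02 to 1.27 CPM). Atp6v0a2 was 0.0122 CPM without SAL replicate 5 (range −1.38 to 0.0122 CPM).

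The mean correlation of the plotted genes was between 0.479 and 0.641 for darkmagenta and between 0.470 and 0.682 for lightyellow over all alternatives. For skyblue3 it was −0.00647 with DESeq2 size factors, between −0.0238 and 0.0514 with each library left out, negative without SAL replicate 5 (−0.0238) or SAL replicate 6 (−0.0119), and 0.502 with absolute correlations. For paleturquoise it was 0.00673 with Spearman correlation, between −0.0993 and −0.0223 with each library left out and 0.523 with absolute correlations, which cannot be negative by construction. The correlation between the experiments across genes lay between −0.0397 and 0.0432.

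Depth, the spread of the sums over transcripts and the number of animals together limit what could be found in experiment 1. Neither depth nor the repeated counting of reads was varied alone in the simulations. Among genes simulated with all of these, the share recovered for a 4-fold and a 16-fold change was 0% and 36.5% in SP28wk against SP12wk, 0% and 43% in SP28wk against LP and 4% and 47.5% in LP with SP28wk against SP12wk, among 4787 to 4825 genes tested, with 0 to 9 false calls over all simulations. The alternatives on the pseudocount of a model for CPM and a model of recovered reads were not run, since the tables hold counts, and the sets were not tested on separate transcripts.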

Differences from the paper's values

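The tallies of directions are tests chosen only after the result was seen, whereas the mean CPM of each plotted gene was planned. All 52 mean CPM values read by eye from Figs. 2, 4 and 5 were within 1.5-fold of the values computed here, at a ratio between 0.893 and 1.04 (median 0.987), and 0 differed by the rule used.

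The paper states that the transcripts of module skyblue3 go down as the tubules widen. Of its 5 plotted genes, 4 had a lower mean CPM in PRL than in SAL and Gsk3a was higher (10.8 CPM in SAL, 19.0 CPM in PRL). For module paleturquoise, 3 of 4 were lower in PRL and Akt2 was higher (28.1 CPM in SAL, 41.8 CPM in PRL). The tallies thus go along with the paper, and these genes do not. Gsk3a passed the adjustment over the list without SAL replicate 3 and with 1 transcript per gene, a setting chosen after seeing the values that drops none of the other plotted genes, as none had passed (exact permutation test, adjusted p = 0.0476 in both, range over alternatives 0.0476 to 0.344).

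The paper reports mitochondrial processes as enriched in module darkmagenta. From genes of mitochondria it proposes that mitochondrial activity is lower in SP. Slc25a5 (501 CPM in SP12wk, 722 CPM in LP) and Suclg2 (12.7 CPM in SP12wk, 58.3 CPM in LP) had this direction. The set of oxidative phosphorylation had the opposite one, with 76 of 84 genes higher in SP12wk than in LP, and the tricarboxylic acid cycle had 7 of 18 genes higher. The call of the first set did not hold under fry (adjusted p = 0.401) or under camera with the estimated correlation (adjusted p = 0.522). A list of other short mRNAs rose as well, by a median log2 fold change of 0.60. In SP28wk, 77 of the 84 genes were also higher than in LP. All of these are levels of mRNA, not of mitochondrial activity.

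The paper states that PRL lowers autophagy. Atg12 and Atp6v0a2 were lower in PRL, whereas 16 of 27 autophagy genes were higher in PRL, with a median log2 fold change of 0.06.

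The paper states that Ahsa2 and Shfl are linked with kidney mass in both experiments. Their means hardly differed between PRL and SAL (57.7 and 57.6 CPM for Ahsa2, 6.89 and 6.73 CPM for Shfl). In experiment 1, neither gene differed between LP with SP28wk and SP12wk beyond the spread between animals (exact permutation test, p = 0.842 for Ahsa2 and p = 0.475 for Shfl). The link with the mass of single kidneys was not analysed here.

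Cdh2 and Dad1, which the paper relates to tubule diameter, did not pass the adjustment over the list with all libraries and passed without LP replicate 1 (exact permutation test, adjusted p = 0.0303 and 0.0455, ranges over alternatives 0.0303 to 0.141 and 0.0455 to 0.206).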

Other observations

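The camera tests of the sets with their alternatives, the edgeR tests and their alternatives, the numbers of called sets in other splits and the tests of short mRNAs and of other tissue in LP replicate 2 were planned, and the other tests in this part were chosen only after the result was seen. Other splits of the libraries into groups of the same sizes were tested to see whether chance can be excluded. As many genes at an unadjusted p under 0.05 as in the real split were found in 7 of 35 splits for SP12wk against LP, 6 of 35 for SP28wk against SP12wk, 2 of 35 for SP28wk against LP, 13 of 100 for LP with SP28wk against SP12wk, 9 of 100 for the F test and 35 of 100 for PRL against SAL. As many called sets were found in 18 of 35, 35 of 35, 13 of 35, 40 of 100 and 50 of 100 splits for the comparisons other than the F test. The 35 of 35 for the sets in SP28wk against SP12wk was fixed in advance, since the real number of called sets was 0, and decides nothing. Chance was excluded for none of the other numbers.

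LP replicate 2 had the lowest share of counts on oxidative phosphorylation genes (2.02%) and on ribosomal protein genes (4.88%) of the 12 libraries of experiment 1. Its total of 58987 counts was above the LP median of 55583, whereas with 1 listed transcript per gene its total of 17830 was the lowest of the LP libraries, so that the totals, compared first, did not decide on low depth. With 1 listed transcript per gene, these shares were 3.197% and 7.72%. Their upper 95% binomial limits at that depth were 3.47% and 8.12%, below the next lowest shares of 7.11% and 12.4%, both in LP replicate 3, which argues against low depth as the cause through counting error. SP12wk replicate 2 had a lower total (15688) and the highest oxidative phosphorylation share (9.08%). In LP replicate 2, the list of other short mRNAs took 0.968% of the counts, the lowest share (the next was LP replicate 3 with 1.47%), and the long mRNAs took 1.65%, the highest. A loss of short cDNAs in this library may thus explain the low shares and stays open. Markers of the proximal tubule took 0.107% of its counts, also the lowest of 12, so that tissue other than kidney could be present. With 1 listed transcript per gene the proximal tubule share was 0.331%, above the 0.299% of LP replicate 4, and adipose (0.0112%), adrenal (0) and blood markers (2.204%) were not at their highest there. No other tissue was therefore identified, and no biological explanation was tested.

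The higher oxidative phosphorylation genes in SP12wk against LP were tested without LP replicate 2. The camera p of limma with the preset correlation, planned, was 7.88e-06 before adjustment, which taken alone would have argued against that library as the whole cause. With the estimated correlation the camera p was 0.136, and the fry p was 0.0707. The shares of the other LP libraries (4.37% to 8.40%) overlapped those of SP12wk (7.34% to 9.08%, exact permutation test, p = 0.0857). LP replicate 2 as the whole cause therefore cannot be told apart from a difference of the groups, since the tests disagree and 3 LP libraries are few. The list of other short mRNAs was also higher in SP12wk, by a median log2 fold change of 0.60 with a camera p of 1.79e-06 and a fry p of 0.0808, and by 0.36 with a camera p of 0.00739 and a fry p of 0.175 without LP replicate 2. The 82 ribosomal protein genes were higher by a median of 0.25 with a camera p of 2.41e-06 and a fry p of 0.224, which were 0.112 and 0.649 without LP replicate 2. The long mRNAs had a median of −0.05, a camera p of 0.181 and a fry p of 0.352. A loss of short cDNAs in LP libraries is a candidate explanation and stays open, beside an effect of photoperiod, which was not tested apart from it.

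In PRL against SAL, 18 of 95 oxidative phosphorylation genes were higher, with a median log2 fold change of −0.15 (limma camera adjusted p = 1.12e-04, range over alternatives 3.76e-06 to 0.965). The list of other short mRNAs had a median of −0.03 with a camera p of 0.501 and a fry p of 0.767, and the ribosomal protein genes had a median of −0.11 with a camera p of 4.18e-04 and a fry p of 0.431. As only the ribosomal protein genes passed by camera and neither list by fry, a lower yield of short cDNAs cannot be told apart from an effect of PRL.

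The relation of Slc52a2 with Gm32262 was also present in experiment 2, where r was 0.962 over 12 libraries for transcripts NM_029643.4 and XM_006521151.5 of Slc52a2 (999 reads, permutation test, p = 3e-05, adjusted p = 7e-05 over 7 relations). The rho was 0.867 (permutation test, p = 4.9e-04, adjusted p = 8.57e-04) and r without the 2 farthest libraries was 0.909. The other listed transcript of Slc52a2, XR_004938852.1, with 156 reads, had an r of −0.183 (permutation test, p = 0.571), a rho of −0.245 (p = 0.448 by permutation test) and an r of 0.035 without the 2 farthest. Reads of a sequence that these transcripts share with Gm32262 may therefore make up much of the counts of Slc52a2 and stay open. Bc1 also followed Gm32262, with r of 0.945 (permutation test, p = 4e-05) and rho of 0.895 (permutation test, p = 2e-04) in experiment 1, and with r of 0.991 (permutation test, p = 1e-05, the smallest that the permutations can give) and rho of 0.944 (permutation test, p = 2e-05) in experiment 2. Without the 2 farthest libraries these r were 0.933 and 0.979. Gm32262 and Bc1 were chosen after their values were seen, and the sequences themselves were not analysed here.

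Spry1 did not follow Gm32262 in experiment 2, with an r of −0.226 over 155 reads (permutation test, p = 0.483), a rho of −0.273 (permutation test, p = 0.391) and an r of −0.648 without the 2 farthest libraries. Whether shared reads made its counts follow Gm32262 in experiment 1 cannot be told apart from a relation of the genes, because the experiments differ in depth and sex.

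The rule named 10 further genes in experiment 1, none past the threshold by edgeR with all libraries and the filter (adjusted p between 0.136 and 0.673). The reads in LP, SP12wk and SP28wk were 0, 5 and 1 for Luc7l2, 0, 7 and 3 for Snx30, 12, 1 and 8 for Map4k3, 7, 2 and 8 for Ktn1, 2, 0 and 7 for Eml4, 8, 3 and 0 for Yipf2, 7, 5 and 0 for Tmem131, 0, 1 and 17 for Ptgds, 6, 3 and 1 for Tnrc18 and 1, 4 and 2 for Peg3. They had 3 to 53 listed transcripts with a median of 12, against 1 for all genes.

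In the comparisons for which the rule named them, 6 of these genes were called by DESeq2 or limma-voom. The adjusted p by DESeq2 and limma-voom was 2.33e-04 and 0.00368 for Map4k3 in SP12wk against LP and 2.35e-04 and 0.00247 in LP with SP28wk against SP12wk. It was 3.10e-06 and 1.62e-05 for Eml4 in SP28wk against SP12wk and 0.00153 and 0.00292 in SP28wk against LP. In SP28wk against LP it was 0.00336 and 0.00292 for Yipf2, 0.0286 and 0.00292 for Ptgds and 0.0332 and 0.0253 for Tnrc18. For Ktn1 it was 0.00127 and 0.0445 in SP28wk against SP12wk. DESeq2 alone called Ktn1 in SP12wk against LP (adjusted p = 0.00369) and in LP with SP28wk against SP12wk (adjusted p = 2.35e-04) and Yipf2 in SP28wk against SP12wk (adjusted p = 0.036). By edgeR, Ktn1 was also called without LP replicate 1 and without a filter, and Map4k3, Eml4 and Yipf2 without a filter. In the same comparisons, Luc7l2, Tmem131 and Peg3 were called by edgeR without a filter only (smallest adjusted p 5.18e-07, 0.0497 and 0.0106), and Snx30 under no alternative. Over all alternatives of the 10 genes in these comparisons, the adjusted p lay between 4.87e-11 and 1.00.

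Of the remaining sets, none passed in SP12wk against LP by limma camera. The median log2 fold change was −0.21 for autophagy (14 genes, adjusted p = 0.492), 0.27 for V-ATPase (17 genes, adjusted p = 0.492), 0.31 for the proximal tubule (14 genes, adjusted p = 0.492), 0.62 for blood (4 genes, adjusted p = 0.0584) and −0.85 for immediate early genes (3 genes, adjusted p = 0.384). For thick limb and distal tubule it was 0.10 with a mean of −0.28 and the test pointing down (4 genes, adjusted p = 0.703), and for the glomerulus it was −0.63 with a mean of 0.01 and the test pointing up (4 genes, adjusted p = 0.83). In SP28wk against SP12wk, oxidative phosphorylation (−0.09, adjusted p = 0.564) and glutathione S-transferases (−0.34, adjusted p = 0.636) did not pass.

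In PRL against SAL, the median log2 fold change was 0.02 for the tricarboxylic acid cycle (adjusted p = 0.823), 0.03 for 215 solute carriers (adjusted p = 0.749), 0.06 for 21 glutathione S-transferases (adjusted p = 0.749), 0.08 for thick limb and distal tubule (adjusted p = 0.749), 0.18 for the collecting duct (adjusted p = 0.652), 0.28 for the glomerulus (adjusted p = 0.688), −0.14 for blood (adjusted p = 0.707) and 0.08 for immediate early genes (adjusted p = 0.854). For prolactin signalling it was −0.12 with a mean of 0.01 and the test pointing up (6 genes, adjusted p = 0.749), and for the proximal tubule it was −0.05 with a mean of −0.01 and the test pointing up (19 genes, adjusted p = 0.854). The adrenal markers had fewer than 3 genes tested in both experiments, as had collecting duct, adipose and prolactin signalling in experiment 1, and were not tested there.

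Xist was read in all 12 libraries of experiment 2 (11.6 CPM in SAL, 16.4 CPM in PRL) and was not listed in experiment 1. Ddx3y was read in 4 libraries of experiment 1 and not listed in experiment 2. Eif2s3y had 1 read in 1 SAL library, and Uty, Kdm5d and Prl were not listed in either experiment. Prlr had 1 read in experiment 1, in SP28wk replicate 3, and 6 reads in SAL and 20 reads in PRL.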
